# Hedgehog regulation of epithelial cell state and morphogenesis in the larynx

**DOI:** 10.7554/eLife.77055

**Published:** 2022-11-18

**Authors:** Janani Ramachandran, Weiqiang Zhou, Anna E Bardenhagen, Talia Nasr, Ellen R Yates, Aaron M Zorn, Hongkai Ji, Steven A Vokes

**Keywords:** larynx development, foregut, epithelial-to-mesenchymal transition, sonic hedgehog, vocal fold morophogenesis, Mouse

## Abstract

The larynx enables speech while regulating swallowing and respiration. Larynx function hinges on the laryngeal epithelium which originates as part of the anterior foregut and undergoes extensive remodeling to separate from the esophagus and form vocal folds that interface with the adjacent trachea. Here we find that sonic hedgehog (SHH) is essential for epithelial integrity in the mouse larynx as well as the anterior foregut. During larynx-esophageal separation, low *Shh* expression marks specific domains of actively remodeling epithelium that undergo an epithelial-to-mesenchymal transition (EMT) characterized by the induction of N-Cadherin and movement of cells out of the epithelial layer. Consistent with a role for SHH signaling in regulating this process, *Shh* mutants undergo an abnormal EMT throughout the anterior foregut and larynx, marked by a cadherin switch, movement out of the epithelial layer and cell death. Unexpectedly, *Shh* mutant epithelial cells are replaced by a new population of FOXA2-negative cells that likely derive from adjacent pouch tissues and form a rudimentary epithelium. These findings have important implications for interpreting the etiology of HH-dependent birth defects within the foregut. We propose that SHH signaling has a default role in maintaining epithelial identity throughout the anterior foregut and that regionalized reductions in SHH trigger epithelial remodeling.

## Introduction

The larynx produces all of the sounds for vocal communication and regulates swallowing and access to the esophagus and trachea that lie directly beneath it. Congenital laryngeal malformations such as tracheo-laryngeal clefts and bifid epiglottis arise from defects in early laryngeal morphogenesis and impair tracheo-esophageal function (feeding and breathing), as well as vocalization in infants, often requiring surgical intervention and significantly impacting patients’ quality of life (Biesecker, 1993; Cohen et al., 2006; Johnston et al., 2014; Leboulanger and Garabédian, 2011). Complicating the etiology of these disorders, the pathways that drive the early stages of larynx morphogenesis, specifically vocal fold closure and larynx-esophageal separation, remain largely unknown. Several recent findings suggest that HH signaling may be important for early larynx development. Early loss of HH signaling results in the reduction of SOX2-expressing cells from the larynx epithelium and a failure in vocal fold closure (Lungova et al., 2015). HH signaling also drives the separation of the trachea and esophagus, which are directly caudal to the larynx (Billmyre et al., 2015; Han et al., 2020; Ioannides et al., 2010; Kim et al., 2019; Kuwahara et al., 2020; Nasr et al., 2019; Que et al., 2007). Mutations in the HH pathway transcriptional effector GLI3 cause dramatically altered larynx morphology and vocalization defects (Tabler et al., 2017). Similarly in humans, laryngeal clefts and bifid epiglottis are phenotypes of Pallister Hall syndrome which arises from truncating mutations in GLI3 (Biesecker, 1993; Böse et al., 2002; Ondrey et al., 2000). Together these defects suggest that HH signaling may be required for several stages of larynx morphogenesis beyond vocal fold closure.

The larynx is derived from the early foregut epithelium which is regionally differentiated into multiple organs, including the pharynx, parathyroid, thymus, trachea, esophagus, and larynx in the anterior half. Induction of these organs from the nascent gut tube, as well as subsequent morphogenesis are driven by specialized types of epithelial remodeling such as budding, branching, septation, and epithelial-to-mesenchymal transitions (EMTs) (Bort et al., 2006; Bort et al., 2004; Hebrok, 2000; Hogan and Kolodziej, 2002; Qi and Beasley, 2000). These are regulated by localized signaling interactions, including HH, between the foregut and the surrounding mesenchyme (Han et al., 2020; Han et al., 2017; Jacobs et al., 2012; Kraus and Grapin-Botton, 2012; Nerurkar et al., 2017; Rankin et al., 2016; Zorn and Wells, 2009). In the anterior foregut, organogenesis is uniquely affected by the influx of migratory neural crest-derived cell populations that combine with populations of mesodermally derived mesenchymal cells to form region-specific pharyngeal structures (Bain et al., 2016; Bhatt et al., 2013; Brito et al., 2006; Kuo and Erickson, 2010; Tabler et al., 2017; Trainor and Tam, 1995).

The larynx arises from an unknown cellular origin at the base of the pharynx adjacent to the fourth pharyngeal pouches (Figure 1A), and bridges the anterior-most portions of the foregut to the more posterior trachea and esophagus (Essien and Maderious, 1981; Henick, 1993; Lungova et al., 2015; Poopalasundaram et al., 2019). The early stages of larynx development are characterized by three major epithelial remodeling events, beginning with the stratification and zippering of the lateral walls of the foregut along the midline to close the vocal folds and form the epithelial lamina. Within the next 24 hr, the epithelial lamina, which joins the dorsal esophagus and the ventral trachea, puckers to form the infraglottic duct, and separates from the esophagus (Henick, 1993; Lungova et al., 2015). The newly separated lamina then fully recanalizes to form a laryngeal lumen that is continuous with the trachea, around which specialized cartilage elements and musculature are specified (Henick, 1993; Lungova et al., 2018; Lungova et al., 2015). Epithelial morphogenesis is genetically dependent upon WNT, HIPPO, and HH signaling although the underlying mechanisms remain poorly understood (Lungova et al., 2018; Lungova et al., 2015; Mohad et al., 2021; Tabler et al., 2017).

**Figure 1.**
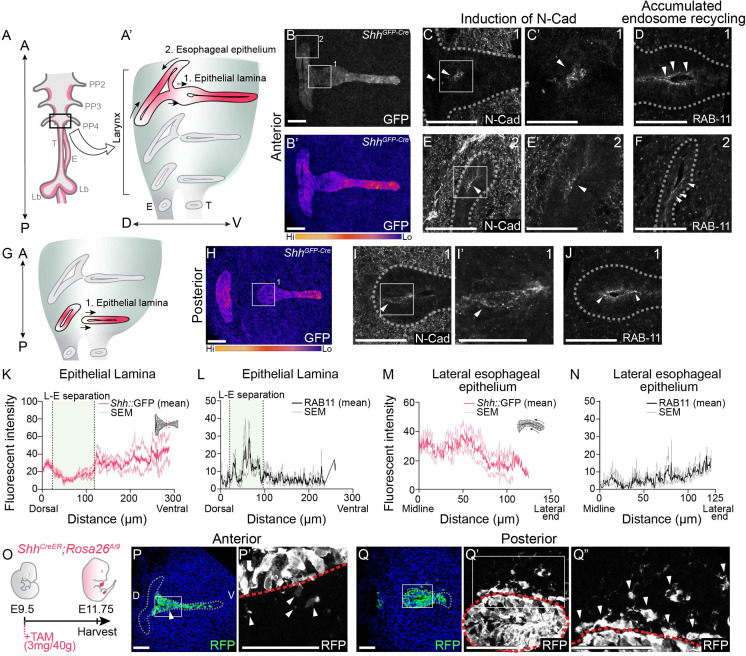
Actively remodeling epithelial cells have low *Shh* expression and undergo epithelial-to-mesenchymal transition (EMT) during larynx-esophageal separation and esophageal constriction. Schematic of the anterior foregut (**A**) highlighting the anterior (**A’**) and posterior (**G**) larynx at E11.75. (A, B, H) GFP marking *Shh* expression in the anterior and posterior larynx (*n* = 5 for each). There is reduced GFP expression at the epithelial lamina which fuses and then separates the larynx and esophagus (region 1; **B, H**), and the constricting esophageal opening (region 2; **B**) of the larynx. (**C, E–E’, I–I’**). Expression of N-Cadherin at anterior or posterior regions at E11.75 (*n* = 3). Arrowheads mark N-Cadherin expression in the epithelium. RAB-11 was visualized at regions 1 (**D, J**) and 2 (**F**) in three larynxes. Arrowheads mark apical RAB-11 expression in the epithelium. Relative GFP expression along the epithelium at regions 1 (**K**) and 2 (**M**) was measured and averaged across three replicates by line scans of fluorescent intensity. Standard error of mean was calculated across all three replicates and plotted in light pink. Relative RAB-11 expression was measured by line scans of fluorescent intensity along the epithelium at regions 1 (**L**) and 2 (**N**) and averaged across three replicates. Standard error of mean was calculated across all three replicates and plotted in gray. (**O–Q**). Shh-descendant cells were visualized in three E11.75 larynxes using *Shh^CreER^;Rosa26^Ai9^* lineage labeling. *Shh^CreER/+^;Rosa26^Ai9/+^* embryos were induced with Tamoxifen at E9.5 and analyzed for RFP (green) expression (**P–Q**) at E11.75 along the anterior–posterior axis of the larynx. Arrowheads mark *Shh* descendants in the mesenchyme. Panels (**B, B’, H, P, and Q**) are single slice images. All other panels are z-projections. A – anterior; P – posterior; D – dorsal; V – ventral (panels **A–J **and **P–Q** are in the same orientation); PP 2/3/4 – pharyngeal pouches #2–4; Lar – larynx; T – trachea; E – esophagus; Lb – lung buds. (**C’, E’, I’**). Scale bars denote 25 µm. All other scale bars denote 50 µm.

**Figure 1—figure supplement 1.**
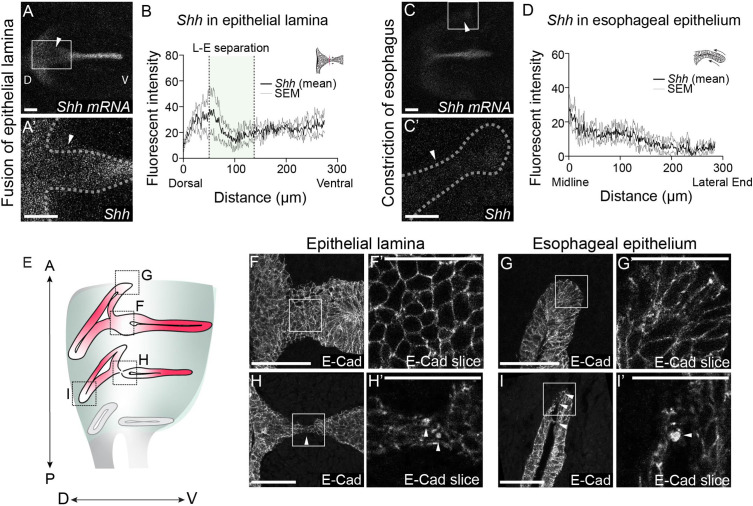
*Shh* expression is reduced, and E-Cadherin is re-localized in the epithelial lamina and the constricting esophagus during larynx-esophageal separation. (**A–D**) *Shh* expression in the epithelial lamina and the constricting esophageal opening in three control E11.75 whole-mount larynxes by fluorescent in situ hybridization. Arrowheads mark low *Shh* expression in the epithelium. Relative *Shh* (**B, D**) expression was measured by line scans of fluorescent intensity along the epithelial lamina (**A, B**) and the esophagus (**C, D**) in all three larynxes. Graphs show average fluorescent intensity and the standard error of mean across the three replicates. (**E**) E-Cadherin protein expression in the epithelial lamina and the constricting esophagus in anterior larynx sections prior to larynx-esophageal separation (**F, G**), and more posteriorly at the level of larynx-esophageal separation (**H, I**). E-Cadherin expression and distribution across the cell surface were analyzed in three larynxes. (**H’ and I’**). Punctate E-Cadherin expression was observed in single slices at both regions of remodeling at the level of larynx-esophageal separation. Arrowheads mark E-Cadherin puncta. Panels **F, G, H, I** are z-projections. All other panels are single slice images. A – anterior; P – posterior; D – dorsal; V – ventral (panels **A–I** are in the same orientation). (**F’, G’, H’, I’**). Scale bars denote 25 µm. All other scale bars denote 50 µm.

**Figure 1—figure supplement 2.**
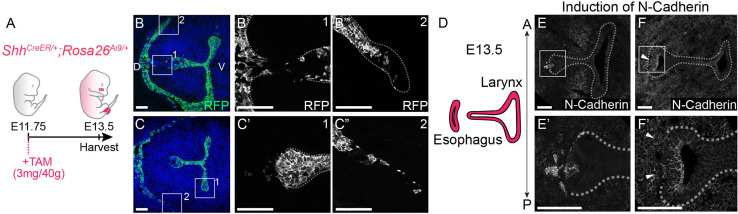
*Shh*-descendant cells express N-Cadherin and undergo epithelial-to-mesenchymal transition (EMT) during larynx-esophageal separation. (**A–C**) *Shh^CreER/+^;Rosa26^Ai9/+^* embryos (three replicates) were induced with Tamoxifen at E11.75 and examined for RFP (green) expression at E13.5 in anterior (**B**) and posterior (**C**) sections of the larynx. Arrowheads indicate extruding RFP-positive *Shh*-descendant cells in the mesenchyme. (**D–F**). N-Cadherin expression in anterior (**E**) and posterior (**F**) sections through the larynx at E13.5 at the region of larynx-esophageal separation (three replicates at each plane). Arrowheads indicate N-Cadherin expression in the epithelium. Panels **B, C, E, F** are single slice images. All other panels are z-projections. D – dorsal; V – ventral (panels **A–F** are in the same orientation). All scale bars denote 50 µm.

We asked if and how HH signaling might regulate epithelial remodeling during larynx development. We defined distinct domains of epithelium that downregulate *Shh* and undergo EMT-based remodeling during larynx-esophageal separation and esophageal constriction. We uncovered a similar process in *Shh^−/^*^−^ embryos, in which epithelial cells lose expression of canonical foregut genes and undergo an EMT marked by cadherin switching and ultimately cell death. Despite massive cell death, the anterior foregut retains a rudimentary epithelium that now contains an ectopic population of cells. These findings provide a cell-based mechanism for understanding previously defined HH-dependent vocal fold closure and laryngeal cleft defects (Lungova et al., 2015). As similar changes are seen beyond the larynx, we propose a model in which regionalized reductions in HH drive dynamic epithelial remodeling throughout the anterior foregut.

## Results

### Larynx epithelial cells downregulate *Shh* expression and undergo EMT-based remodeling during larynx-esophageal separation, and esophageal constriction

To determine if *Shh* might regulate epithelial remodeling in the larynx, we examined its expression at E11.75, when the vocal folds are remodeled to separate the larynx from the esophagus. There was a wide variation in *Shh* expression within the larynx, with markedly reduced domains of *Shh^GFP^* expression in the epithelial lamina at the future site of larynx-esophageal separation in addition to the lateral edges of the esophagus that are in the process of constricting (Figure 1A, B, G, H, K, M). The regional reduction in GFP reporter expression is corroborated by a reduction in *Shh* gene expression in both regions (Figure 1—figure supplement 1A–D), as well as the absence of *Shh*-descendant cells from these regions (Figure 1—figure supplement 2A, B).

Because *Shh* was reduced in both regions of the larynx undergoing dynamic epithelial remodeling, and previous studies observed *Shh*-descendant cells in the mesenchyme directly adjacent to larynx-esophageal separation (Lungova et al., 2018), we asked whether low *Shh* expression in the larynx epithelium was accompanied by cadherin switching and EMT. Consistent with this possibility, membranous N-Cadherin was expressed within the epithelial layer both in the epithelial lamina adjacent to the infraglottic duct at the site of larynx-esophageal separation, as well as along the lateral edges of the constricting esophagus (Figure 1C, E). N-Cadherin-expressing cells were also present in more posterior sections of the separated larynx, overlapping with the region of reduced GFP expression (Figure 1I). While there was no overall reduction in E-Cadherin protein (Figure 1—figure supplement 1E–I), there was an increase in punctate E-Cadherin expression in both regions (Figure 1—figure supplement 1H’, I’). The re-localization of E-Cadherin and the concomitant initiation of N-Cadherin at these regions provide evidence for a cadherin switch both at the epithelial lamina and along the lateral edges of the esophagus. This is further supported by the apical accumulation RAB-11, a marker of endosome recycling that is required for the transport of E-Cadherin as well as N-Cadherin to the apical cell surface in multiple contexts (Desclozeaux et al., 2008; Kawauchi et al., 2010; Nasr et al., 2019; Welz et al., 2014; Woichansky et al., 2016; Figure 1D, F, J, L, N).

To determine whether N-Cadherin-expressing cells undergo EMT within these domains we examined *Shh*-descendant cells at E11.75 using a *Shh^CreER^;Rosa26^Ai9^* reporter line (Figure 1O). Consistent with prior reports using a related *Shh^Cre^* strategy (Lungova et al., 2018), there were a small number of RFP-labeled cells within the mesenchyme along the anterior–posterior axis of the separating larynx and esophagus (Figure 1P, Q). While there was a significant increase in the domain of N-Cadherin expression within the remodeling epithelium at later stages of larynx-esophageal separation (Figure 1—figure supplement 2D–F), there was no significant increase in the number of mesenchymal RFP-labeled cells (Figure 1—figure supplement 2B, C). This suggests that some *Shh*-descendant cells undergo EMT-based extrusion during larynx remodeling but they do not remain in the mesenchyme. Overall, these findings indicate that *Shh* expression is dynamically regulated in the remodeling larynx, with low levels of *Shh* expression coinciding with cadherin switching. The change in cadherin status is likely the underlying cause for the epithelial cells to leave the epithelium.

### Early larynx epithelial cells undergo EMT in the absence of HH signaling

The results so far indicated that regional downregulation of *Shh* was correlated with cadherin switching and EMT. To investigate this further, we generated RNA-seq datasets for control and *Shh^−/−^* larynx tissues and identified differentially regulated genes and enriched pathways (Supplementary file 1). 

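Larynx tissue from *Shh-/-* and WT mouse embryos at E10.5 (32 to 35 somites) was sequenced as 2 pools per genotype, each of 3 larynxes, which gives 4 libraries in all. The paper calls the mutant pools *Shh-/-*, while the sample labels write their genotype as heterozygous, and the paper's genotype is used here. The authors aligned the reads to mm10 with HISAT2 and deposited StringTie gene tables, which list for each gene its coverage, FPKM and TPM (a share of each library's transcripts) and no read counts. The ratio of coverage to FPKM gave the aligned bases of each library. With reads of 75 nt, the length at which the most low-coverage genes gave whole reads (20.1 to 24.9% of them, against at most 11.4% at any other length), this corresponds to 18300000 and 41700000 aligned reads in the *Shh-/-* pools and 37900000 and 39600000 in the WT pools. The paper's stated depth is 40000000 reads per sample, and the values here use the deposited tables. Each table lists 46983 genes, of which 16432 to 17117 had a TPM of at least 1. TPM was summed per gene ID and compared as log2(TPM + 1) with limma (an empirical Bayes linear model with a mean-variance trend) over the 16972 genes with a mean TPM of at least 1, with Benjamini-Hochberg adjustment. Fold changes are given as *Shh-/-* minus WT on this scale, which understates the change of genes with low TPM. Because 2 pools against 2 allow no exact permutation p below 0.33, single genes were tested with limma's shared estimate of the spread. Transcripts of *Shh* itself (chromosome 5, 28456815 to 28467256) measured 10.4 and 10.8 TPM in the *Shh-/-* pools and 23.7 and 42.1 TPM in the WT pools (log2 fold change −1.49, standard error 0.28, adjusted p = 0.0895 from limma). The HH target gene *Ptch1* (chromosome 13, 63508328 to 63573598) was at 12.9 and 13.8 TPM in the *Shh-/-* pools against 57.8 and 55.1 TPM in WT (log2 fold change −2.00, standard error 0.12, adjusted p = 0.0319 from limma), so that the mutant and WT libraries separated. A fall against WT does not by itself tell *Shh-/-* from heterozygous pools.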

Consistent with our model, EMT was the most significantly enriched pathway among HH-dependent genes (Figure 2A), supporting a role for HH signaling in regulating this process. 

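Across 675 Reactome pathways of 15 to 500 tested genes (the Hallmark collection of Figure 2A was not used here), limma's camera test with an inter-gene correlation of 0.01 placed 91 pathways higher and 66 lower in the *Shh-/-* pools at an adjusted p under 0.05. Degradation of the extracellular matrix (74 genes, median log2 fold change 0.36, adjusted p = 0.00483) and collagen formation (57 genes, median 0.37, adjusted p = 0.00787) were among the higher pathways. The lower pathways included mitotic prometaphase (99 genes, median −0.15, camera adjusted p = 0.00397) and E2F mediated regulation of DNA replication (28 genes, median −0.24, camera adjusted p = 0.00423). TGFβ receptor signaling in EMT, a set of 16 genes, had a median log2 fold change of 0.28 and an adjusted p of 0.073. The broader set of signaling by the TGFβ receptor complex (68 genes) had a median of 0.07 and a camera adjusted p of 0.979. The lowest camera p belonged to muscle contraction (48 genes, median log2 fold change 0.48, adjusted p = 0.000313), which was higher in the *Shh-/-* pools. Of the 3 alternatives run, an inter-gene correlation of 0.05 moved the counts most, since 0 pathways then passed in either direction, with 41 higher and 40 lower at an unadjusted p under 0.05. With each library corrected for GC content and transcript length, chosen after the data were seen, 7 passed as higher and 41 as lower. Degradation of the extracellular matrix then had a median of 0.09 and an adjusted p of 0.0695 (0.00202 to 0.362 over the alternatives), and collagen formation a median of 0.07 and an adjusted p of 0.217 (0.00433 to 0.362). All 10 genes of a list of HH target genes fixed before the data were examined were lower in the *Shh-/-* pools, with a median log2 fold change of −2.26 (camera adjusted p = 5.38e-13). The paper takes the enrichment of EMT among the HH-dependent genes as support for a role of HH signaling in this process. Its staining and lineage tracing of the epithelium also bear on that role and were not analysed here.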

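Figure 2B prints 51 EMT genes, of which 50 had a mean TPM of at least 1, *Col5a3* being below it. In limma, 39 of these genes were higher and 11 lower in the *Shh-/-* pools, each in the direction printed. For 49 of the 50, both *Shh-/-* pools lay on the same side of both WT pools. Over the 50 genes alone, 49 had a Benjamini-Hochberg adjusted p under 0.05, which shows no stability because the list was drawn from calls on the same libraries. Adjusted over all tested genes, 5 passed, namely *Ptx3* among the pro-migratory mesenchymal genes, *Fbln2*, *Bgn* and *Eln* among the basement membrane and ECM-remodeling genes, and *Tagln* among the TGFβ-induced genes. Their log2 fold changes ran from 0.88 (*Tagln*, adjusted p = 0.0493) to 1.97 (*Fbln2*, adjusted p = 0.0323). None of the 4 genes of the stage of broken epithelial integrity passed, where the lowest adjusted p was 0.0887 for *Spp1*. The median log2 fold change of the 50 genes was 0.89, against a median of 0.06 for 10000 random lists matched on mean expression. The random lists were not drawn from calls on these libraries, so this gap shows no stability either. The median of the 50 genes moved most, to 0.63, with each library corrected for GC content and transcript length, a setting chosen after the data were seen. *Itga1* had the smallest change of the 50 (log2 fold change 0.17, standard error 0.27, adjusted p = 0.715). The list of 32 tested collagen genes shares members with Figure 2B, among them *Col1a2* and *Col6a3*, so it is not independent of the printed genes. In this list 26 genes were higher in the *Shh-/-* pools (median log2 fold change 0.37, camera adjusted p = 0.00307). After the same correction for GC content and length 18 were higher and 14 lower (median 0.12, camera adjusted p = 0.138). Median centring left 22 higher and 10 lower (median 0.24).

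**Figure D1:**
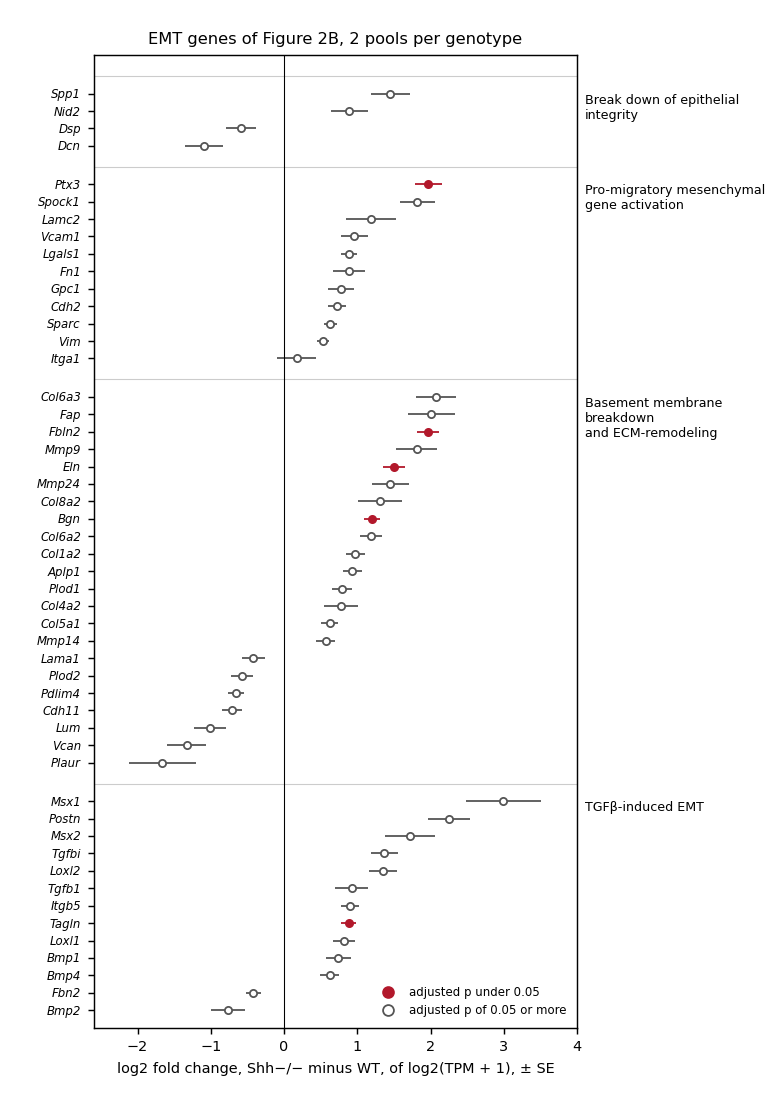
Log2 fold change (*Shh-/-* minus WT, of log2(TPM + 1)) of the 50 tested EMT genes of Figure 2B on the horizontal axis, grouped by EMT stage, as points with the standard error from limma (2 pools per genotype). Filled red points mark the 5 genes with an adjusted p under 0.05 over all tested genes; 39 genes lie to the right of 0 and 11 to the left.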

Differentially expressed genes consisted of members of all three progressive EMT stages (Figure 2B; Lamouille et al., 2014). These included downregulation of the pro-epithelial adhesion genes *Dsp*, and *Dcn,* which mark the first stage (Bax et al., 2011; Huang et al., 2012; Kowalczyk and Nanes, 2012; Wang et al., 2015; Yilmaz and Christofori, 2009). 

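*Dsp*, which encodes the desmosomal protein desmoplakin, lies on chromosome 13 of mm10 from 38151328 to 38198577 and measured 12.0 ± 2.14 TPM (SD, n = 2 pools) in *Shh-/-* larynx and 18.5 ± 3.30 TPM (SD, n = 2) in WT. Its log2 fold change was −0.59 with a standard error of 0.20, and its limma adjusted p was 0.173 over all tested genes and 0.0356 over the Figure 2B genes alone. For *Dcn*, which encodes the matrix proteoglycan decorin (chromosome 10, 97479500 to 97518162), the values were 54.6 ± 15.6 TPM (SD, n = 2) in *Shh-/-* and 117.2 ± 29.3 TPM (SD, n = 2) in WT. The log2 fold change of *Dcn* was −1.09 (standard error 0.26), with a limma adjusted p of 0.116 over all tested genes and 0.0112 over the Figure 2B genes. Both *Shh-/-* pools were below both WT pools for each gene, but neither difference passed an adjusted p of 0.05 over all tested genes. The values over the Figure 2B genes add no support, because that list was drawn from calls on the same libraries. With 1 pool left out at a time, the log2 fold change stayed between −0.76 and −0.41 for *Dsp* and between −1.38 and −0.81 for *Dcn*.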

There was also an upregulation of the pro-migratory genes *Cdh2*, *Vimentin*, and *Fn1,* indicative of the next phase of EMT (Wheelock et al., 2008; Yilmaz and Christofori, 2009). 

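The RNA of *Cdh2*, which encodes N-Cadherin (chromosome 18, 16588877 to 16809246), was at 80.0 ± 8.34 TPM (SD, n = 2 pools) in *Shh-/-* larynx and 48.1 ± 1.21 TPM (SD, n = 2) in WT, a log2 fold change of 0.72 (standard error 0.12, adjusted p = 0.0766 from limma). *Vim*, the gene of Vimentin (chromosome 2, 13573927 to 13582826), rose from 375.0 ± 12.0 TPM (SD, n = 2) in WT to 542.2 ± 12.8 TPM (SD, n = 2) in *Shh-/-* pools, with a log2 fold change of 0.53 (standard error 0.08, adjusted p = 0.0728 from limma). *Fn1*, the fibronectin gene (chromosome 1, 71585520 to 71653200), rose from 238.1 ± 65.5 to 438.1 ± 70.9 TPM (SD, n = 2 each), a log2 fold change of 0.89 (standard error 0.22, adjusted p = 0.122 from limma). Over the Figure 2B genes alone, a list drawn from calls on the same libraries, the limma adjusted p was 0.0047 for *Cdh2*, 0.00435 for *Vim* and 0.013 for *Fn1*. *Cdh2* and *Vim* were under an adjusted p of 0.10 over all tested genes, and none of the 3 was under 0.05. In the same *Shh-/-* pools, lists of neuron, muscle and neural crest genes rose by a median log2 fold change of 1.63, 1.38 and 1.05 (0.58 for neural crest after the correction for GC content and length), and whole-tissue RNA does not separate these cells from the epithelium.

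**Figure D2:**
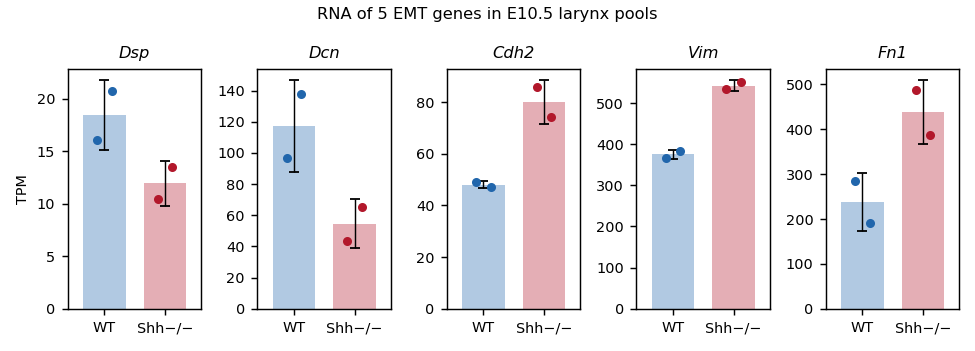
TPM (vertical axis, starting at 0) of *Dsp*, *Dcn*, *Cdh2*, *Vim* and *Fn1* in the WT (blue) and *Shh-/-* (red) pools, with 1 point per pool, the bar at the mean of 2 pools and the error bar their SD. *Dsp* and *Dcn* are lower, and *Cdh2*, *Vim* and *Fn1* higher, in both *Shh-/-* pools than in both WT pools.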

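*Lama1*, the gene of the laminin α1 chain (chromosome 17, 67697265 to 67822645), measured 9.47 ± 0.35 TPM (SD, n = 2 pools) in *Shh-/-* larynx and 13.0 ± 1.6 TPM (SD, n = 2) in WT. The log2 fold change was −0.42 (standard error 0.16), with a limma adjusted p of 0.198 over all tested genes and 0.0485 over the Figure 2B genes alone. The latter adds no support, since that list was drawn from calls on the same libraries. Both *Shh-/-* pools lay below both WT pools, and the log2 fold change was between −0.53 and −0.30 with 1 pool left out at a time. Over the alternative settings the log2 fold change ran from −0.74 to −0.41, with limma adjusted p from 0.0925 to 0.293.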

Finally, there was a downregulation of *Lama1*, which encodes for Laminin, suggestive of a breakdown in the basement membrane which is one indicator of the third stage of EMT (Aumailley and Smyth, 1998; Lamouille et al., 2014; Nakaya et al., 2008; Thiery and Chopin, 1999). In addition, several TGFβ family members were upregulated, suggesting a plausible mechanism for inducing EMT (Barrallo-Gimeno and Nieto, 2005; Katsuno et al., 2013; Mercado-Pimentel and Runyan, 2007; Nawshad et al., 2004; Schnaper et al., 2003; Thiery et al., 2009).

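A list of TGFβ superfamily ligands fixed before the data were examined had 13 members with a mean TPM of at least 1. In the *Shh-/-* pools 9 were higher and 4 lower, with a median log2 fold change of 0.20 and a camera adjusted p of 0.535, whereas 7 of the 13 were higher after quantile normalization or median centring and the median was −0.15 after the correction for GC content and length. *Bmp4* (chromosome 14, 46383520 to 46390669) rose from 37.9 ± 0.36 TPM in WT to 59.0 ± 6.95 TPM in *Shh-/-* (SD, n = 2 each), with a log2 fold change of 0.62 (standard error 0.13, adjusted p = 0.0987 from limma). *Gdf11* (chromosome 10, 128882295 to 128891718) had a log2 fold change of 0.85 (standard error 0.17, adjusted p = 0.0975 from limma), and *Tgfb1* (chromosome 7, 25687002 to 25705077), at 22.5 ± 1.40 TPM in *Shh-/-* and 11.6 ± 3.39 TPM in WT (SD, n = 2 each), one of 0.92 (standard error 0.22, adjusted p = 0.116 from limma). These 3 ligands had adjusted p values of 0.0309, 0.0309 and 0.0387 over the list alone and none passed 0.05 over all tested genes. *Tgfb2* and *Tgfb3* were higher by 0.31 and 0.57 on the log2 scale, with adjusted p of 0.377 and 0.157. *Bmp2* was lower (log2 fold change −0.77, standard error 0.23, adjusted p = 0.149 from limma). The paper proposes from the rise of family members that TGFβ signaling is a plausible inducer of EMT.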

**Figure 2.**
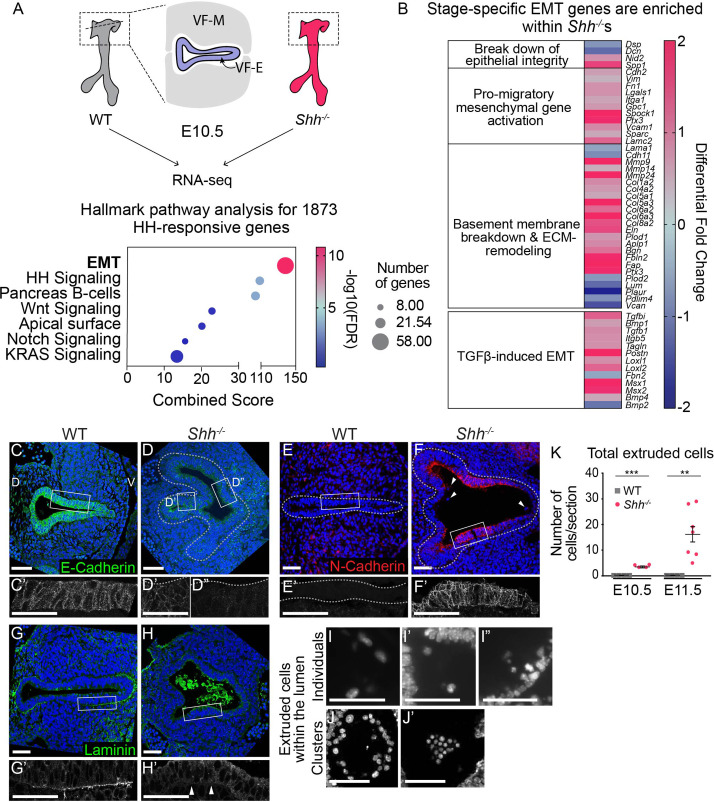
Larynx epithelial cells undergo ectopic epithelial-to-mesenchymal transition (EMT)-like cell extrusion in the absence of HH signaling. (**A**). RNA-seq of wild-type (WT) and *Shh^−/−^*larynx tissue at E10.5 identified 1873 HH-dependent genes (false discovery rate (FDR) < 0.05). EMT-related genes were highly enriched among HH targets by Hallmark pathway analysis. (**B**) Differentially expressed EMT genes cluster into stage-specific groups. (**C, D**) E-Cadherin (green) expression in the epithelium across three controls and three *Shh^−/−^*s at E10.5. (**E, F**) N-Cadherin (red) expression within the epithelium of three controls and three *Shh^−/−^*s. Arrowheads mark cells in the lumen. (**G, H**) Laminin (green) expression marking the basement membrane in three controls and three *Shh^−/−^*s. Arrowheads indicate loss of Laminin from the basement membrane in *Shh^−/−^*s. (**I–K**) 4′,6-Diamidino-2-phenylindole (DAPI) staining marking cells within the lumen of the larynx in *Shh^−/−^*s at E10.5 and E11.5. (**K**) Total number of luminal cells/section were quantified in four controls and four *Shh^−/−^*s at E10.5 and in four controls and seven *Shh^−/−^*s at E11.5. Average numbers of luminal cells/section were analyzed for statistical significance using the Student’s *t*-test. Error bars show the standard error of the mean.**p < 0.005, ***p < 0.0005. VF-M – vocal fold mesenchyme; VF-E – vocal fold epithelium; D – dorsal; V – ventral (panels A–H are in the same orientation). Panels **C’, D’, D”, E’, F’, G’, H’** are z-projections. All other panels are single slices. All scale bars denote 50 µm. Figure 2—source data 1.List of all differentially expressed genes detected by RNA-seq in wild-type (*n* = 2 sets of 3-pooled larynx samples) compared to *Shh^–/–^*(*n* = 2 sets of 3-pooled larynx samples) pooled larynx samples at E10.5 (32–35 s) .We defined significantly differentially expressed genes using an adjusted p-value or false discovery rate (FDR) <0.05. RNA-seq data can be found on GEO (accession number GSE190281.)

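In limma on log2(TPM + 1), 123 of 16972 tested genes differed between *Shh-/-* and WT pools at an adjusted p under 0.05, of which 95 were higher and 28 lower in *Shh-/-*, and 4202 had an unadjusted p under 0.05. Tests on these TPM values differ from a test on read counts, which were not analysed here. The paper's own table lists 1873 genes, 1055 higher and 818 lower in *Shh-/-*, and 119 of the 123 genes are among them, each with the same direction. Of the paper's genes, 1763 were tested here, and every one of these had the paper's direction and 1688 an unadjusted p under 0.05. The count moved most with an adjusted p under 0.10 in place of 0.05, which gave 858 genes. With the filter on low TPM left out, 28524 genes were tested, none passed and 5011 had an unadjusted p under 0.05. In simulated data with 200 changed genes among 16972, the same test called 0 genes changed by 1 on the log2 scale, 76% of those changed by 2 and 95.5% of those changed by 3. The adjusted p depends on the share of changed genes, and 4202 real genes had an unadjusted p under 0.05. These rates therefore do not give the power in the real data. There *Mxd4*, chosen after its value was seen, was called with a log2 fold change of 1.01 (limma adjusted p = 0.047). The first *Shh-/-* pool, with 18300000 aligned reads, was the least deeply sequenced library. Over the 4435 genes with a mean TPM from 1 to 5, the median absolute log2 difference was 0.27 between the *Shh-/-* pools and 0.23 between the WT pools.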

**Figure 2—figure supplement 1.**
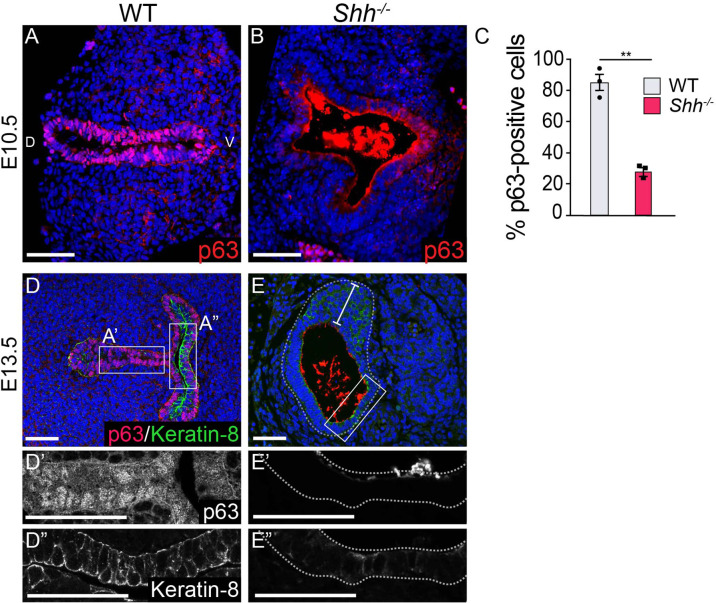
A loss of p63 expression in *Shh^–/–^* laryngeal epithelia. (**A–C**) p63 expression (pink) marks stratified epithelial progenitors in the larynx at E10.5. Non-cellular staining in panel **B** is non-specific signal from the anti-mouse secondary antibody. (**C**) The percentage of epithelial cells expressing p63 was averaged across three controls and three *Shh^–/–^*s and analyzed using a Student’s *t*-test (**p < 0.005). Error bars show the standard error of the mean. (**D, E**) p63 (pink) and Keratin-8 (green) expression in three control and three *Shh^–/–^* larynxes at E13.5. Panels **A, B, D, E** are single slice images. All other panels are z-projections. D – dorsal; V – ventral (panels A–E are in the same orientation). All scale bars denote 50 µm.

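The RNA of *Cdh1* (chromosome 8, 106603351 to 106670246) in the whole-larynx libraries was at 33.5 ± 10.7 TPM (SD, n = 2 pools) in *Shh-/-* and 44.2 ± 1.39 TPM (SD, n = 2) in WT. Its log2 fold change was −0.42 (standard error 0.23, adjusted p = 0.311 from limma), and it ranged from −0.75 to −0.10 with 1 pool left out at a time. *Trp63*, which encodes p63 (chromosome 16, 25683763 to 25892102), measured 7.20 ± 0.54 TPM (SD, n = 2) in *Shh-/-* and 13.0 ± 6.42 TPM (SD, n = 2) in WT, where the pools differed from each other, with 8.43 and 17.5 TPM. The log2 fold change of *Trp63* was −0.69 (standard error 0.34, adjusted p = 0.279 from limma). Neither fall was distinguishable from the spread between pools in this test.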

Consistent with the RNA-seq data and evocative of the observations in remodeling epithelia (Figure 1), N-Cadherin (*Cdh2*) was highly upregulated within the mutant epithelium along with substantial reduction of pro-epithelial E-Cadherin (*Cdh1*) and p63 (Figure 2C–F; Figure 2—figure supplement 1A–C). This suggested that loss of epithelial stratification was accompanied by a shift in the adhesive properties of the larynx epithelium toward a mesenchymal profile. This change was further accompanied by a loss of Laminin from the basement membrane along the epithelium (Figure 2B, G, H) indicating that HH signaling is required to maintain the integrity of this structure. Additional basement membrane component genes such as *Col4a2* and *Nid2* were upregulated by RNA-seq, suggesting that loss of Laminin may result in a compensatory increase in other basement membrane components in order to maintain membrane integrity (Jones et al., 2016; Salmivirta et al., 2002; Figure 2B). 

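*Col4a2* (chromosome 8, 11312805 to 11449287) rose from 63.8 ± 12.0 TPM in WT to 111.5 ± 28.9 TPM in *Shh-/-* larynx (SD, n = 2 pools each), a log2 fold change of 0.78 (standard error 0.23, adjusted p = 0.144 from limma). Its neighbor *Col4a1* (chromosome 8, 11198423 to 11312826), whose listed end overlaps the start of *Col4a2*, had a log2 fold change of 0.58 (standard error 0.19, adjusted p = 0.16 from limma). *Nid2*, the gene of nidogen 2 (chromosome 14, 19751257 to 19811787), rose from 23.2 ± 8.33 to 42.6 ± 1.14 TPM (SD, n = 2 each), with a log2 fold change of 0.89 (standard error 0.25, adjusted p = 0.14 from limma). Over the Figure 2B genes alone, a list drawn from calls on the same libraries, the limma adjusted p was 0.0204 for *Col4a2* and 0.0196 for *Nid2*. Over all tested genes neither passed 0.05. Of 21 tested basement membrane genes in a list fixed before the data were examined, 15 were higher and 6 lower in *Shh-/-* (median log2 fold change 0.28, camera adjusted p = 0.181), and after the correction for GC content and length 10 were higher and 11 lower. The log2 fold change of *Col4a2* was 0.31 after that correction. Leaving out 1 pool at a time gave 0.52 to 1.05 for *Col4a2* and 0.54 to 1.25 for *Nid2*.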

Interestingly, single cells appeared to be extruding from the epithelial layer into the lumen (Figure 2I–I”) and clusters of cells were present within the lumen of the epithelium (Figure 2J, J’). These clusters were first seen at E10.5 and increased dramatically by E11.5 (Figure 2K). Overall, these observations are consistent with laryngeal epithelial cells undergoing EMT in the absence of HH signaling.

### HH signaling prevents a cadherin switch within the epithelium during early stages of foregut development

To determine the onset of this phenotype, we examined earlier stages of foregut development and found a reduction in the levels of E-Cadherin in the *Shh^−/−^* epithelium of the presumptive larynx as early as E9.5 (Figure 3A, B). Although N-Cadherin was not initially expressed at high levels, expression of membranous N-Cadherin was first observed in a small number of cells within the epithelial layer at E9.5 and at E9.75 (Figure 3C, D, N). Over the next few hours of development E-Cadherin re-localized within cells, moving from high expression along the lateral cell boundaries to accumulating in puncta along the apical surface (Figure 3E–G), but was maintained in the epithelium as late as E10.0 (Figure 3J, K; Aiello et al., 2018; Woichansky et al., 2016). At this stage, more than half of the cells within the epithelium expressed robust levels of membranous N-Cadherin (Figure 3L–N) suggesting that N-Cadherin is induced in cells simultaneously expressing E-Cadherin at this stage. This is consistent with recent studies that have described coexpression of E-Cadherin and N-Cadherin in cells undergoing EMT (Aiello et al., 2018; Ray and Niswander, 2016).

**Figure 3.**
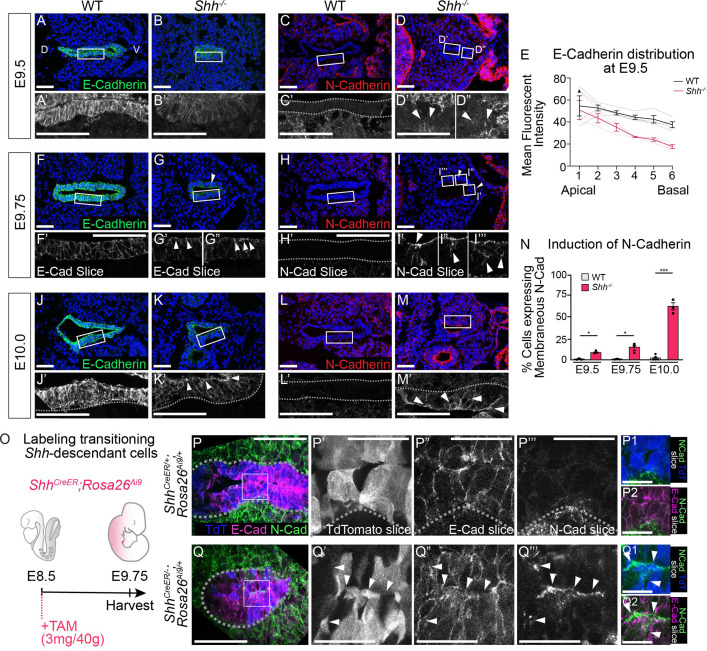
HH signaling is required to prevent a cadherin switch within the epithelium during early stages of foregut development. E-Cadherin expression (**A, B**; green) and N-Cadherin expression (**C, D**; red) in four control and three *Shh^−/−^* larynxes at E9.5 (24–26 somites). Arrowheads mark N-Cadherin expression in the epithelium. (**E**) E-Cadherin distribution along the apical–basal axis of the epithelium in four controls and three *Shh^−/−^*s at E9.5. Error bars show standard error of the mean. E-Cadherin expression (**F, G**; green) and N-Cadherin expression (**H, I**; red) in three control and three *Shh^−/−^* larynxes at E9.75 (27–29 somites). Arrowheads mark apical E-Cadherin puncta (**G–G”**) and N-Cadherin expression in the epithelium (**I–I’’’**). E-Cadherin expression (**J–K**; green) and N-Cadherin expression (**L–M**; red) was examined in three control and three *Shh^−/−^* larynxes at E10.0 (30–31 somites). Arrowheads mark apical E-Cadherin (**K’**) and membranous N-Cadherin expression in the epithelium (**M’**). (**N**) The percentage of N-Cadherin-expressing cells within the epithelium at E9.5, E9.75, and E10.0 was averaged across three to five controls and three *Shh^−/−^* larynxes at each stage and analyzed for significance using the Student’s *t*-test (*p < 0.05, ***p < 0.0005). Error bars indicate the standard error of the mean. (**O**) *Shh*-fate mapping in control (*Shh^CreER/+^;Rosa26^Ai9/+^*) and mutant (*Shh^CreER/−^;Rosa26^Ai9/+^*) embryos (four replicates each). Td-Tomato (TdT) labeling was induced with Tamoxifen at E8.5 and visualized at E9.75. (**P–Q**) Sections were analyzed for E-Cadherin (E-Cad; magenta) and N-Cadherin (N-Cad; green) expression as well as Td-Tomato (TdT; blue) expression. Arrowheads mark regions of E-Cadherin and N-Cadherin expression along the membrane of a Td-Tomato-positive cell. D – dorsal; V – ventral (all panels are in the same orientation). Panels **A–D**, **F–I”**, **J–M**, **P’–P2, Q’–Q2** are single slice images. Panels **A’, B’, C’, D’-D”, J’, K’, L’, M’, P, Q** are z-projections. **P’–P2, Q’–Q2**. Scale bars denote 25 µm. All other scale bars denote 50 µm.

**Figure 3—figure supplement 1.**
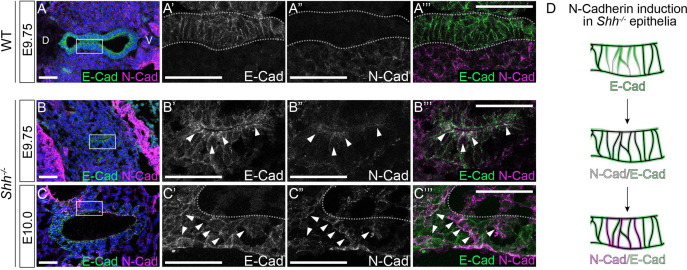
Larynx epithelial cells coexpress E-Cadherin and N-Cadherin during early stages of foregut development in the absence of HH signaling. E-Cadherin (green) and N-Cadherin (magenta) in the vocal fold epithelium of three control and three *Shh^−/−^* embryos at E9.75 (27–28 s) (**A, B**) and at E10.0 (29–31 s) (**C, D**). Schematic of N-Cadherin induction in *Shh^−/−^* epithelia. Arrowheads mark regions of coexpression along the apical surface as well as along the cell boundaries. All panels are single slice images. D – dorsal; V – ventral (panels **A–C** are in the same orientation). All scale bars denote 50 µm.

**Figure 3—figure supplement 2.**
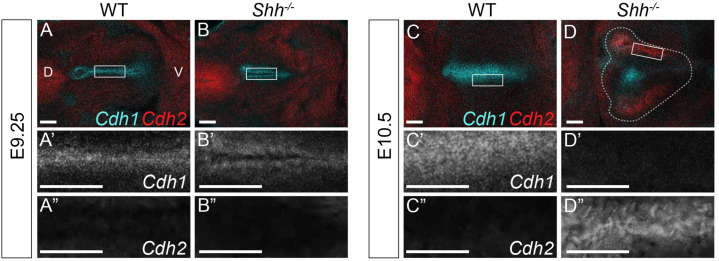
HH is required to maintain *Cdh1* expression in the early anterior foregut. *Cdh1* (cyan) and *Cdh2* (red) expression by whole-mount fluorescent in situ hybridization in three control and three *Shh^−/−^* larynxes at E9.25 (**A–B**) and at E10.5 (**C–D**). All panels are single slice images. D – dorsal; V – ventral (all parenls are in the same orientation). All scale bars denote 50 µm.

**Figure 3—figure supplement 3.**
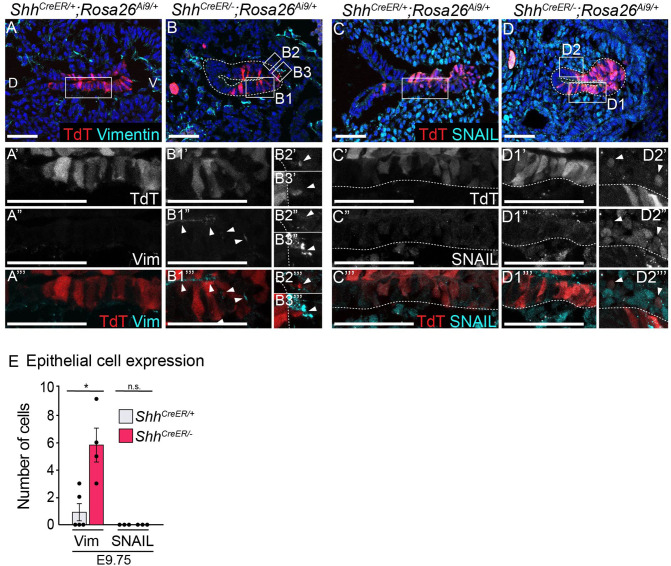
Vimentin and SNAIL in *Shh^−/−^* cells that leave the epithelium. (**A–B, E**) TdT expression (red) and Vimentin expression (cyan) was examined in five control (*Shh^CreER/+^;Rosa26^Ai9/+^*) and four mutant (*Shh^CreER/−^;Rosa26^Ai9/+^*) larynxes at E9.75. (**C–D, E**) TdT-expression (red) and SNAIL expression (cyan) was examined in three control and four mutant larynxes at E9.75. Arrowheads indicate Vimentin expression (**B1”–B1’’’**) and *Shh*-descendant cells within the mesenchyme (**B2’–B3’’’, D2’–D2’’’**). (**E**) The number of Vimentin- and SNAIL-expressing cells was quantified across three to five controls and three to four mutants and analyzed for significance using a Student’s *t*-test (*p < 0.05, n.s. – not significant). Error bars indicate the standard error of the mean. Panels **A, B, C, D** are single slice images. All other panels are z-projections. D – dorsal; V – ventral (panels A–D are in the same orientation). All scale bars denote 50 µm.

The change in cadherin status suggested a transition to a mesenchymal fate in the absence of HH signaling. Alternatively, these cells might be replaced by a different population of N-Cadherin-expressing cells. To distinguish between these possibilities we examined Cadherin expression in larynx epithelial cells using the *Shh^CreER^;Rosa26^Ai9^* reporter line to label *Shh*-expressing larynx epithelial cells in control (*Shh^CreER/+^;Rosa26^Ai9/+^*) and mutant (*Shh^CreER/−^;Rosa26^Ai9/+^*) embryos. Tamoxifen induction during early stages of foregut development (E8.5) exclusively labeled epithelial cells in the vocal folds at E9.75 in control and mutant embryos (Figure 3O–Q). While E-Cadherin and N-Cadherin had mutually exclusive boundaries restricted to the epithelium and mesenchyme, respectively, in controls, they appeared to be coexpressed within a small number of TdT-expressing epithelial cells in *Shh^CreER/−^;Rosa26^Ai9/+^*s at E9.75 (Figure 3P–Q; Figure 3—figure supplement 1A, B, D). Coexpression was also observed at E10.0, both as distinct apical puncta and laterally along cell–cell boundaries (Figure 3—figure supplement 1C), indicating that laryngeal epithelial cells undergo a cadherin switch in the absence of HH signaling. The switch in cadherin expression within the vocal folds also occurred on the transcriptional level with *Cdh1* expression in the mutant epithelium at E9.25 replaced by high levels of *Cdh2* expression by E10.5 (Figure 3—figure supplement 2A–D).

In some systems, the expression of SNAIL and Vimentin is necessary and sufficient to induce EMT (Barrallo-Gimeno and Nieto, 2005; Casas et al., 2011; Huang et al., 2012; Jägle et al., 2017; Liu et al., 2015; Mendez et al., 2010; Scheibner et al., 2021; Vuoriluoto et al., 2011). As suggested by the transcriptional increase in pro-migratory factors at E10.5, there was an increase in low-level Vimentin expression along the apical surface of TdT-expressing epithelial cells in *Shh^CreER/−^;Rosa26^Ai9/+^*s at E9.75 compared to controls (Figure 3—figure supplement 3A–B, B1–B1", E). Vimentin expression also marked a small number of TdT-expressing cells within the mesenchyme in *Shh^CreER/−^;Rosa26^Ai9/+^*s at this stage (Figure 3—figure supplement 3B2–B2"; 4/12 mesenchymal TdT^+^ cells). SNAIL expression was not detected within the mutant epithelium (Figure 3—figure supplement 3C–D, D1–D1''', E) but approximately half of the TdT-expressing epithelial cells in the mesenchyme were also positive for SNAIL expression (Figure 3—figure supplement 3D2'–D2'''; 5/9 mesenchymal TdT^+^ cells) suggesting that TdT^+^ cells that migrate into the mesenchyme are capable of transiently expressing mesenchymal cell markers (see Discussion).

FOXA2 activates the expression of *Cdh1* and suppresses EMT programs in the endoderm (Bow et al., 2020; Scheibner et al., 2021; Zhang et al., 2015). This suggested that EMT initiation within *Shh^−/−^*s might be caused by a loss of FOXA2 expression. Consistent with this scenario, FOXA2 was expressed in nearly every cell at the region of the future larynx in both control and *Shh^−/−^*s during early stages of foregut development (E9.25; 21–23 somites; Figure 4A, Figure 4—figure supplement 1A–B). However, by E9.75 (27–29 somites), FOXA2 expression was not detectable in ~30–40% of the mutant cells with reduced expression in many of the remaining FOXA2^+^ cells (Figure 4A–C, Figure 4—figure supplement 1C–F). FOXA2 was further reduced by E10.5 and completely absent by E11.5 while expression remained robust in controls (Figure 4A, Figure 4—figure supplement 1G–J). This suggested that HH might prevent EMT by positively regulating FOXA2 in either a cell non-autonomous or autonomous fashion. In keeping with the latter possibility, there was *Ptch1* and low-level *Gli1* expression within the larynx epithelium (Figure 4—figure supplement 2A–C), indicating that HH signaling could potentially regulate FOXA2 through autocrine signaling. As epithelial remodeling in wild-type embryos occurred in low-*Shh*-expressing cells (Figure 1, Figure 1—figure supplement 1), we asked if these regions also had downregulated FOXA2. In contrast to the early foregut (Figure 4A, Figure 4—figure supplement 1), FOXA2 was not downregulated at the site of larynx-esophageal separation or along the lateral edges of the constricting esophagus (Figure 1, Figure 4—figure supplement 3A–F3, G, H, I). We conclude that FOXA2 regulation by HH signaling is specific to early stages of foregut and larynx development.

**Figure 4.**
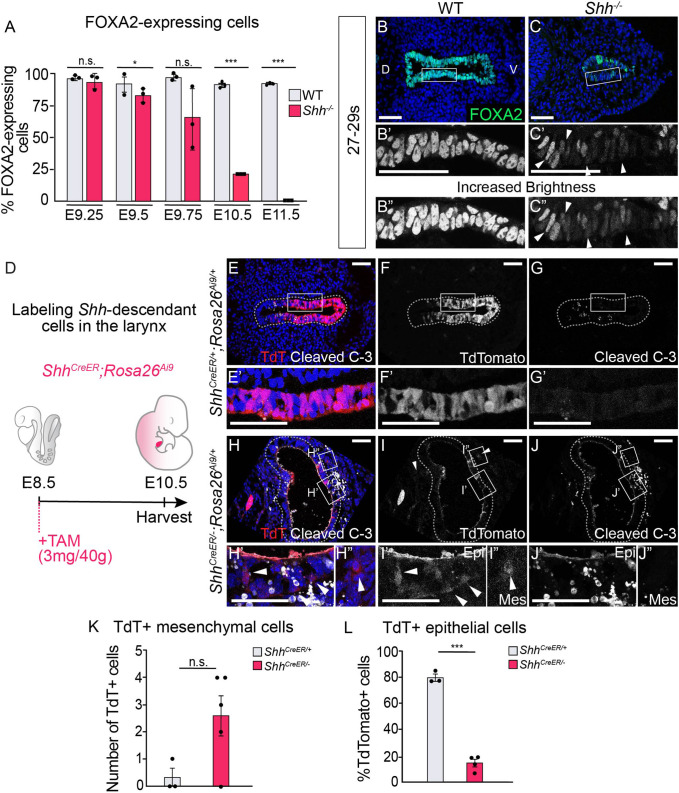
Epithelial cells lose FOXA2 and leave the epithelium in the absence of HH signaling. (**A**) FOXA2 expression in control and *Shh^−/−^* larynxes at E9.25 (21–23 s), E9.5 (24–26 s), E9.75 (27–29 s), E10.5 (31–35 s), and E11.5 (42–44 s). The percentage of epithelial cells expressing FOXA2 in three control and three *Shh^−/−^* larynxes was averaged at each developmental stage and analyzed for significance using a Student’s *t*-test. Error bars show the standard error of the mean. (**B–C**) FOXA2 (green) expression is reduced in *Shh^−/−^*s by E9.75 (27–29 s) compared to controls. Arrowheads indicate FOXA2-low cells (**B’, B”**). Panels **B** and **C** have been repeated in Figure 4—figure supplement 1E–F for clarity. (**D–J**) Three control (*Shh^CreER/+^;Rosa26^Ai9/+^*) (**E–G**) and five mutant (*Shh^CreER/−^,Rosa26^Ai9/+^*) (**H–J**) embryos were induced with Tamoxifen at E8.5 and analyzed for TdTomato (TdT)-expressing *Shh*-descendant cells (in red; **E–F, H–I**) and for Cleaved Caspase-3 expression (in white; **E,G,H,J**) in the larynx at E10.5 (30–34 s). Arrowheads indicate Shh-descendant cells within the epithelium (**I’**) and within the mesenchyme (**H”, I”**). (K) The number of TdT-expressing cells found in the mesenchyme in three controls (*Shh^CreER/+^*) and five mutants (*Shh^CreER/-^*) was quantified and tested for significance using the Student’s *t*-test. Error bars show the standard error of the mean. (**L**) The percentage of TdT-expressing cells within the ventral half of the epithelium in three controls (*Shh^CreER/+^*) and four mutants (*Shh^CreER/−^*) was quantified and tested for significance using the Student’s *t*-test. Source data for panels **K, L** can be found in Supplementary file 1. Error bars show the standard error of the mean. *p < 0.05, ***p < 0.0005; n.s. – not significant. Panels **B, C, E, F, G, H, I, J** are single slice images. All other panels are z-projections. D – dorsal; V – ventral (all panels are in the same orientation). All scale bars denote 50 µm.

**Figure 4—figure supplement 1.**
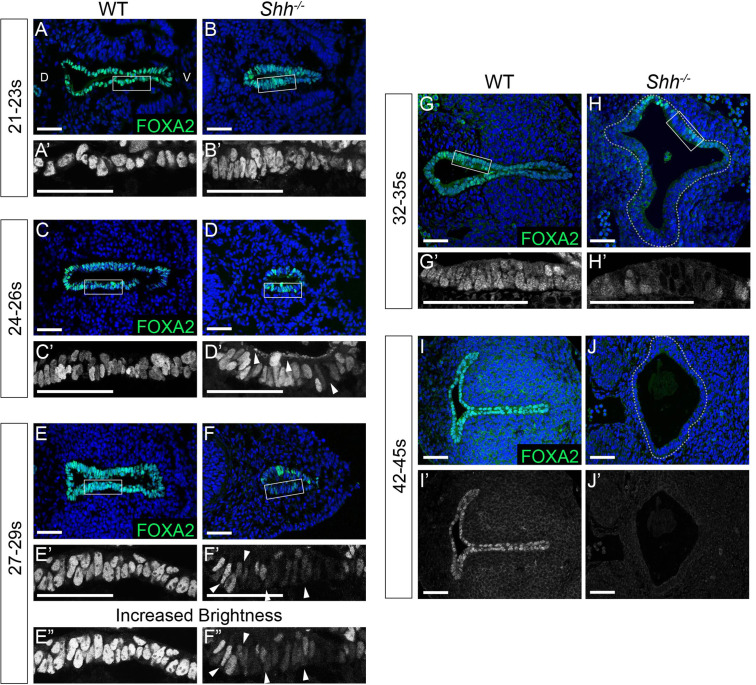
FOXA2 is downregulated in the early foregut endoderm and absent from the larynx epithelium by E11.5 in *Shh^−/−^*s. FOXA2 expression (green) in control and *Shh^−/−^* larynxes at E9.25 21–23 s (**A–B**), E9.5 24–26 s (**C–D**), E9.75 27–29 s (**E–F**), E10.5 32–35 s (**G–H**), and E11.5 42–45 s, (**I–J**) Arrowheads indicate apical (**D’**), and low-level FOXA2 expression in the epithelium (**F’–F”**). Three controls and three mutants were examined at each timepoint. Please note that panels **E, F** are the same images shown in Figure 3B, C, respectively. D – dorsal; V – ventral (all panels are in the same orientation). Panels **A, B, C, D, E, F, G, H, I-J’** are single slice images. All other panels are z-projections. All scale bars denote 50 µm.

**Figure 4—figure supplement 2.**
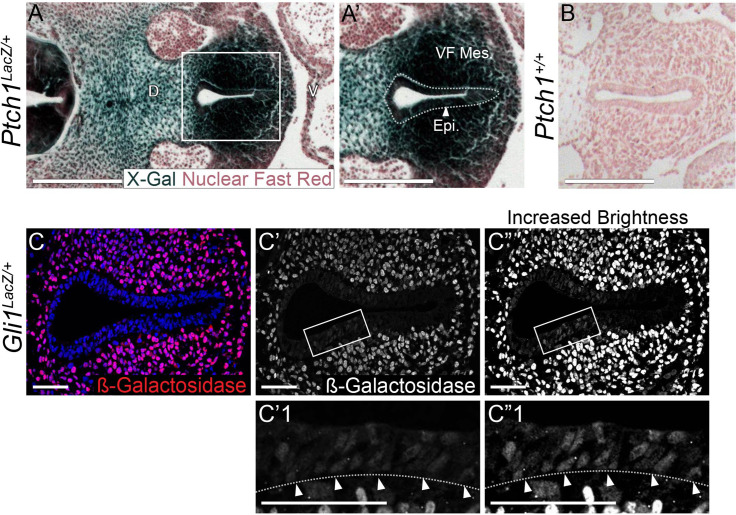
*Ptch^LacZ^* and *Gli1^LacZ^* expression is present within the larynx epithelium as well as the mesenchyme at E10.5. (**A–A’**) *Ptch^LacZ^* expression by β-galactosidase (marked by X-Gal in dark blue) staining of three *Ptch^LacZ/+^* embryos at E10.5. Embryos were fixed in 1% formaldehyde/0.2% glutaraldehyde, stained in 1 mg/ml X-gal for 4 hr and sectioned to generate 5-µm sections that were then counterstained with Nuclear Fast Red. Arrowhead indicates the larynx epithelium. (**B**) Sections through the larynx from control (*Ptch^+/+^*) embryos stained for β-galactosidase and Nuclear Fast Red. (**C–C”**) *Gli1^LacZ^* expression within the larynx epithelium and mesenchyme of three *Gli1^LacZ/+^* E10.0 embryos was assessed using a β-galactosidase antibody (red; Abcam ab9361). Arrowheads indicate low-level β-galactosidase expression in the larynx epithelium. All panels are single slice images. VF Mes – vocal fold mesenchyme; Epi – epithelium; D – dorsal; V – ventral (all panels are in the same orientation). Scale bars in panels **A–B** denote 250 µm; all other scale bars denote 50 µm.

**Figure 4—figure supplement 3.**
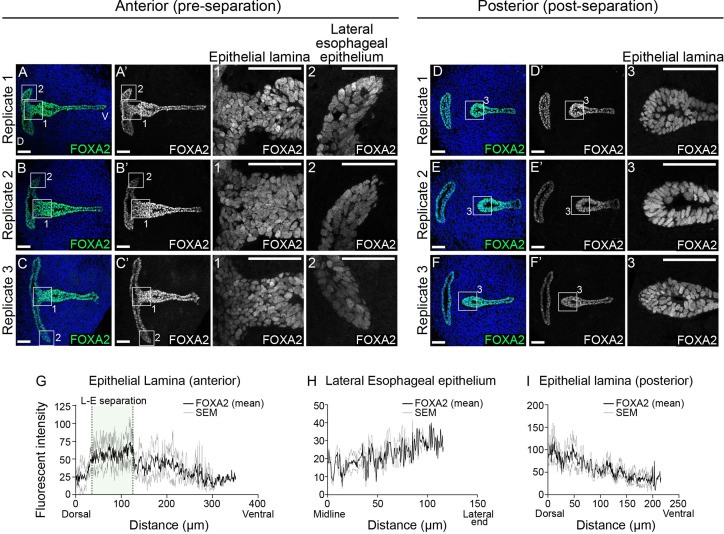
FOXA2 is not downregulated in the epithelial lamina or the lateral esophageal epithelium during larynx-esophageal separation. (**A–C**) FOXA2 expression in the epithelial lamina (1) and the lateral ends of the constricting esophageal opening (2) in anterior (pre-larynx-esophageal separation) larynx sections at E11.75 (48–52 s). (**D–F**) FOXA2 expression in the epithelial lamina (3) in posterior (post-larynx-esophageal separation) larynx sections at E11.75 (48–52 s). Relative FOXA2 expression along the epithelium at regions 1 (**G**) and 2 (**H**) in anterior sections and at region 3 (**I**) in posterior sections. The standard error of mean is plotted in gray. *n* = 3 biological replicates; the replicates in panels **A, B** are from Swiss Webster embryos while the other replicates are from *Shh^GFP-Cre/+^* embryos. Panels **A1–2, B1–2, C1–2, D3, E3, F3** are z-projections. All other panels are single slice images. D – dorsal; V – ventral (panels **A–F** are in the same orientation). Scale bars denote 50 µm.

**Figure 4—figure supplement 4.**
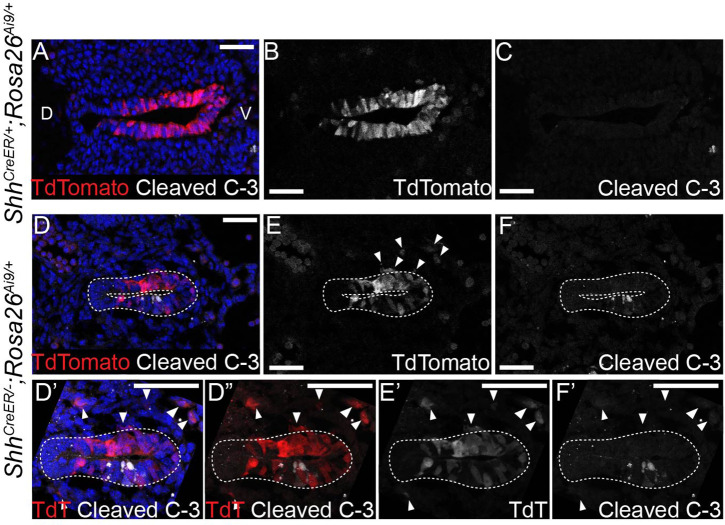
Mutant epithelial cells leave the epithelium but do not undergo cell death until E10.5 in the absence of HH signaling. Five control (*Shh^CreER/+^;Rosa26^Ai9/+^*) (**A–C**) and six mutant (*Shh^CreER/−^;Rosa26^Ai9/+^*) (**D–F**) embryos were induced with Tamoxifen at E8.5 and analyzed for TdTomato (TdT)-expressing *Shh*-descendant cells (in red; **A–B, D–E**) and for Cleaved Caspase-3 expression (in white; **C, F**) in the larynx at E9.75. Arrowheads indicate *Shh*-descendant cells within the mesenchyme (**D’–F’**). Panels **D’, D”, E’**, **F’** are z-projections. All other panels are single slice images. D – dorsal; V – ventral (all panels are in the same orientation). All scale bars denote 50 µm.

**Figure 4—figure supplement 5.**
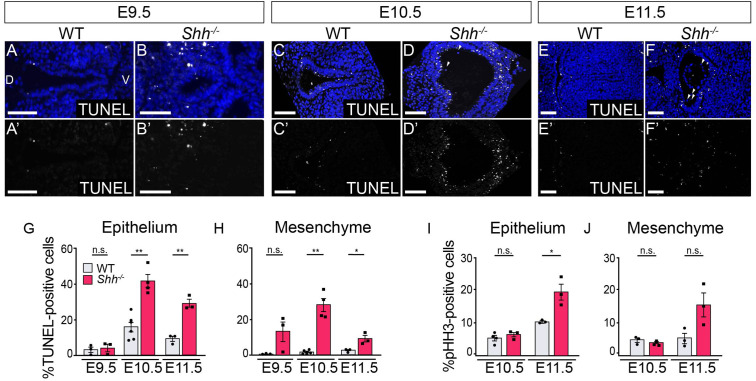
HH signaling is required for the survival of epithelial and mesenchymal cells within the larynx. TUNEL staining of control and *Shh^−/^*^−^s at E9.5 (**A–B**), 10.5 (**C–D**), and E11.5 (**E–F**) within the epithelium and mesenchyme of the vocal folds. (**G, H**) The percentage of TUNEL-positive cells within the epithelium and mesenchyme was quantified over three to five replicates each at E9.5, E10.5, and E11.5. (**I**, **J**) The percentage of proliferative pHH3-positive cells within the epithelium and mesenchyme in controls and *Shh^−/−^*s was quantified over three to five replicates at E10.5 and E11.5. Average counts were analyzed for significance using a Student’s *t*-test, and error bars denote the standard error of mean. *p < 0.05, **p < 0.005; n.s. – not significant. All panels are single slice images. D – dorsal; V – ventral (panels **A–F** are in the same orientation). All scale bars denote 50 µm.

**Figure 4—figure supplement 6.**
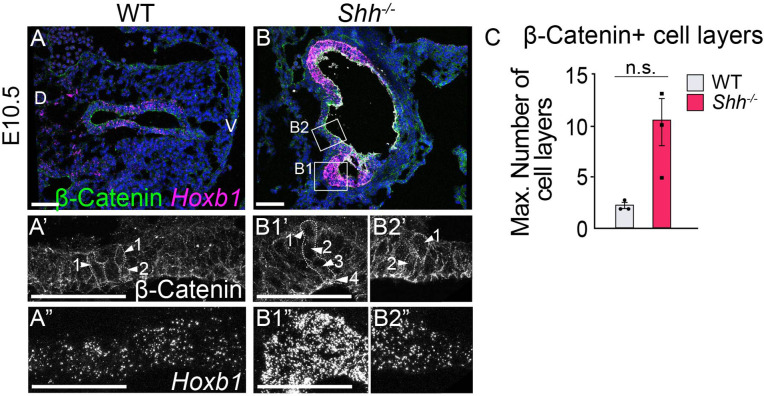
Loss of *Shh* results in thickening and cell disorganization of the epithelial layer. (**A–C**) β-Catenin (green) marks cell layers within the epithelium, highlighting the thickening of the foregut epithelium in this tissue. *Hoxb1* expression (magenta) marks the axial plane of the larynx and fourth pharyngeal pouches at E10.5 (three control and three *Shh^−/−^* larynxes). Note the fusion of the fourth pharyngeal pouches (expressing high *Hoxb1*, panel **B1”**) and the larynx epithelium (expressing low *Hoxb1*, panel B2”). (C) The number of cell layers was averaged across three controls and three *Shh^−/−^*s and analyzed using a Student’s *t*-test (n.s. – not significant). Error bars show the standard error of the mean. (**A’, B1’–B2’**) Arrowheads mark cell layers within two regions of the epithelium. Panels **A, B** are single slice images. All other panels are z-projections. D – dorsal; V – ventral (panels **A–B **are in the same orientation). All scale bars denote 50 µm.

### Transitioning epithelial cells extrude from the epithelial layer and undergo apoptosis in the absence of HH signaling

We next asked what happened to foregut epithelial cells undergoing EMT once they left the epithelium. These cells could be in the process of undergoing apoptosis, as often happens with extruded cells (Fadul and Rosenblatt, 2018; Kim et al., 2015; Kuipers et al., 2014; Ohsawa et al., 2018). Alternatively, these cells might persist in the mesenchyme and contribute to adjacent developing tissues. To address this, we again used genetic fate mapping to examine the fate of larynx epithelial cells, in control (*Shh^CreER/+^;Rosa26^Ai9/+^*) and mutant *Shh^CreER/−^;Rosa26^Ai9/+^* embryos (Figure 4D, Figure 4—figure supplement 4). Td-Tomato labeling was largely restricted to the epithelial layer in control embryos (Figure 4E–G, K, Figure 4—figure supplement 4A–B). Consistent with earlier experiments (Figure 3—figure supplement 3), there was an increase in the number of labeled cells within the adjacent mesenchyme surrounding the epithelium in mutant embryos (E9.75–E10.5, Figure 4H, I, K, Figure 4—figure supplement 4D, E, Supplementary file 1) suggesting EMT induction. The low number of these cells suggested that most of the cells leaving the epithelium do not survive. Consistent with this idea, there were high levels of cell death in both the mesenchymal and epithelial tissues of the vocal folds between E9.5 and E11.5, peaking at over 30% of the epithelium (Figure 4H, J; Figure 4—figure supplement 5A–H). Initially, mesenchymal TdT-expressing cells in *Shh^CreER/−^;Rosa26^Ai9/+^*s at E9.75 did not express the apoptosis marker Cleaved Caspase-3 (Figure 4—figure supplement 4F, F’, Supplementary file 1) however by E10.5, the majority of *Shh^CreER/−^;Rosa26^Ai9/+^*-labeled cells outside the epithelium were apoptotic (Figure 4H, J, Supplementary file 1). We conclude that most of the vocal fold cells undergoing EMT in *Shh^−/−^* embryos are either in the process of undergoing apoptosis or undergo apoptosis shortly after extrusion.

### Initial *Shh*-expressing epithelial cells are replaced by a new cell population in the absence of HH signaling

During the initial period of cell death, proliferation levels remained unchanged. However, by E11.5 there was a significant increase in cell proliferation within the vocal fold epithelium of *Shh^−/−^* embryos (Figure 4—figure supplement 5I–J). This, and the persistence of a morphologically distinct epithelium, implied that HH-independent mechanisms might contribute to epithelial maintenance. Notably, the *Shh^−/−^* epithelium was highly disorganized. Compared to the uniform, one to two cell layers observed in control embryos, mutant embryos had highly variable epithelia containing increased numbers of cell layers (an average of 12 layers; Figure 4—figure supplement 6A–C), with an overall thickening of the vocal fold epithelium. This aberrant epithelium continued to persist until at least E13.5, and was composed of rudimentary, poorly keratinized, p63-negative cells that did not recover normal epithelial form or function (Figure 2—figure supplement 1D, E).

We asked if the epithelial cells that persist to later stages are descendants of the initial cells marked by *Shh*. Using the same *Shh^CreER/−^;Rosa26^Ai9/+^* embryos described above, we found that *Shh* descendants were primarily localized to the ventral half of the vocal fold epithelium by E10.5 (Figure 4D–F, L), mirroring previous reports of ventral *Shh* expression in the early foregut (Burke and Oliver, 2002; Moore-Scott and Manley, 2005; Motoyama et al., 1998; Rankin et al., 2016; Sagai et al., 2009; Szabó et al., 2009). As *Shh* is later expressed within the dorsal larynx epithelium at E11.5, this suggests that foregut epithelial cells dynamically regulate *Shh* during these timepoints (Lungova et al., 2018; Lungova et al., 2015). In marked contrast to control embryos, there was a sharp decrease in *Shh*-descendant cells in *Shh^CreER/−^;Rosa26^Ai9/+^* mutants (Figure 4H, J, L), indicating that the aberrant epithelium observed at later stages was not descended from the initial epithelium. We then examined the expression of the patterning markers SOX2 and NKX2.1 (Kim et al., 2019; Kuwahara et al., 2020; Nasr et al., 2019; Que et al., 2007). At E10.5 there is an absence of NKX2.1 and a significant reduction in nuclear SOX2, which is undetectable by E11.5 (Figure 5A–E, Figure 5—figure supplement 1A–D). We conclude that larynx epithelial cells are abnormally patterned in *Shh^−/−^* embryos.

**Figure 5.**
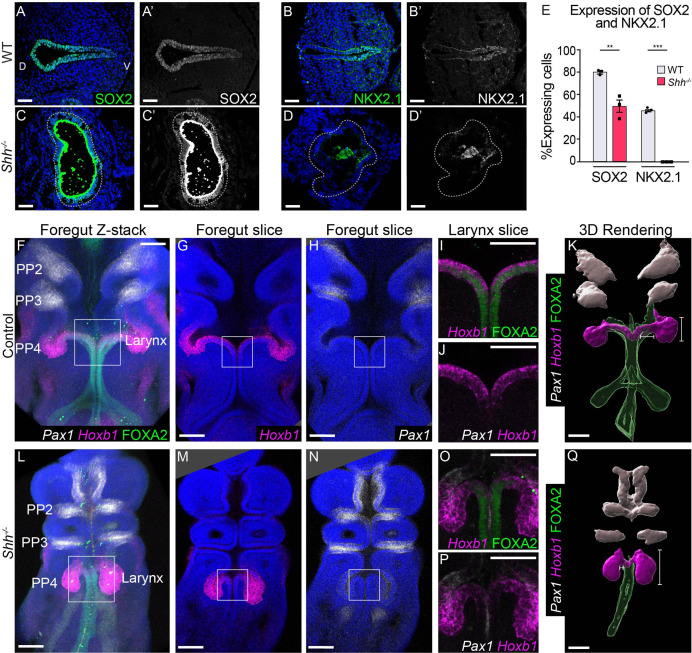
*Shh*-descendant larynx epithelial cells are replaced by an unknown population of cells in the absence of HH signaling. SOX2 (**A, C**) and NKX2.1 (**B–D**) expression in three control and *Shh^−/−^* larynxes at E10.5 (32–35 s, *n* = 3 per genotype). Apical staining along the epithelium in panels **C–C’, D–D’** is non-specific signal from anti-mouse secondary antibodies. (**E**) The percentage of SOX2- and NKX2.1-expressing cells within the epithelium was quantified in three controls and three *Shh^−/−^*s each at E10.5 and analyzed for significance using the Student’s *t*-test (**p < 0.005 ***p < 0.0005). Error bars plot the standard error of the mean. (**F–J, L–P**) *Pax1* (white), *Hoxb1* (magenta), and FOXA2 (green) expression in three control and *Shh^−/−^* foreguts at E10.5 (30–32 s, *n* = 3 per genotype; *Pax1*, *Hoxb1*, and FOXA2 channels were imaged for each replicate). (**K, Q**) Three-dimensional renderings of *Pax1*, *Hoxb1*, and FOXA2 expression domains along the foregut epithelium in control and *Shh^−/−^* foreguts at E10.5. Panels **F, L, K, Q** have been repeated in Figure 5—figure supplement 2 for clarity. Panels **A–D’, G–J, M–P** are single slice images. All other panels are z-projections. PP – pharyngeal pouch; D – dorsal; V – ventral (panels **A–D** are in the same orientation). Scale bars denote 50 µm (**A–D**) and 100 µm (**F–M**).

**Figure 5—figure supplement 1.**
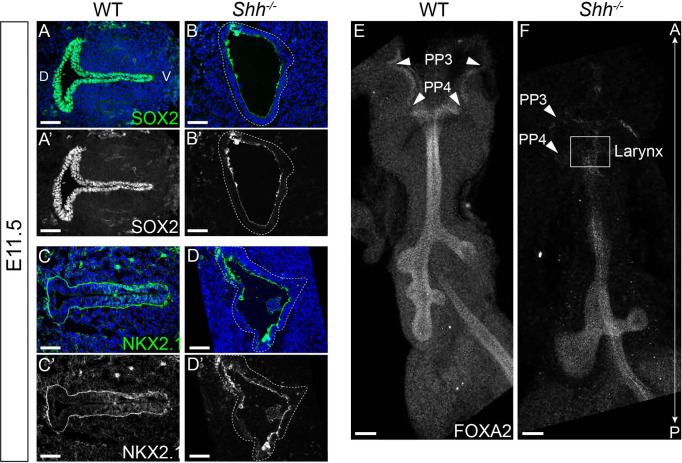
SOX2, NKX2.1, and FOXA2 are absent from the larynx epithelium by E11.5 in *Shh^−/−^*s. SOX2 (green; **A–B**) and NKX2.1 (green; **C–D**) expression within the epithelium of three control and three *Shh^−/−^*s at E11.5. (**E, F**) Sagittal view of whole-mount FOXA2 expression along the anterior foregut in E11.5 control (three replicates) and *Shh^−/−^* (three replicates) embryos. Arrowheads indicate the third and fourth pharyngeal pouches. All panels are single slice images. PP3 and PP4 denote the third and fourth pharyngeal pouches; D – dorsal; V – ventral; A – anterior; P – posterior (panels **A–D** are in the same orientation; panels **E, F** are in the same orientation). All scale bars denote 50 µm.

**Figure 5—figure supplement 2.**
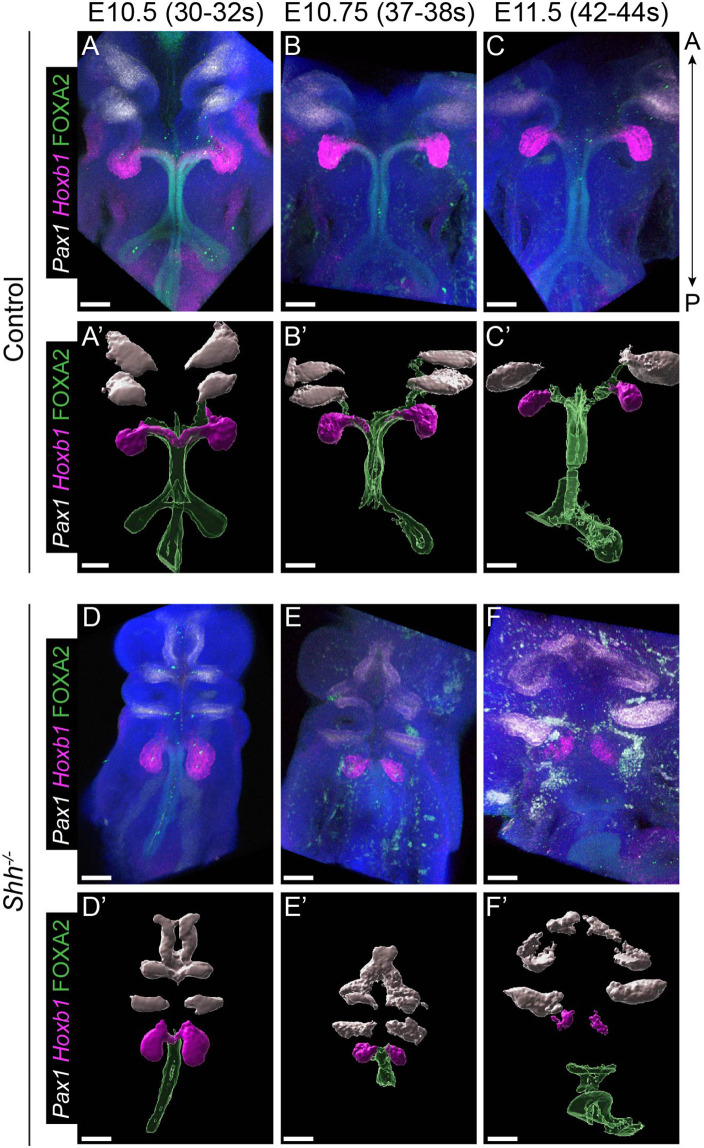
Pharyngeal pouch marker *Pax1* does not extend into the larynx in the absence of HH signaling. (**A–F**) *Pax1* (white), *Hoxb1* (magenta), and FOXA2 (green) expression mark the second to third pharyngeal pouches, the fourth pharyngeal pouch and the foregut epithelium, respectively, in control and *Shh^−/−^*s at E10.5 (30–32 s), E10.75 (37–38 s), and E11.5 (42–44 s). *Hoxb1* expression additionally marks the larynx epithelium at early stages (**A–B**, **A’–C’, D’–F’**). Three-dimensional renderings of *Pax1*, *Hoxb1*, and FOXA2 expression domains (representative images from three replicates per genotype per timepoint) at E10.5, E10.75, and E11.5. Please note that panels (**A–A’**) and (**D–D’**) are the same images shown in Figure 5F, K, L, Q, respectively. Panels **A, B, C, D, E, F** are z-projections. are A – anterior; P – posterior (all panels are in the same orientation). All scale bars denote 100 µm.

**Figure 5—figure supplement 3.**
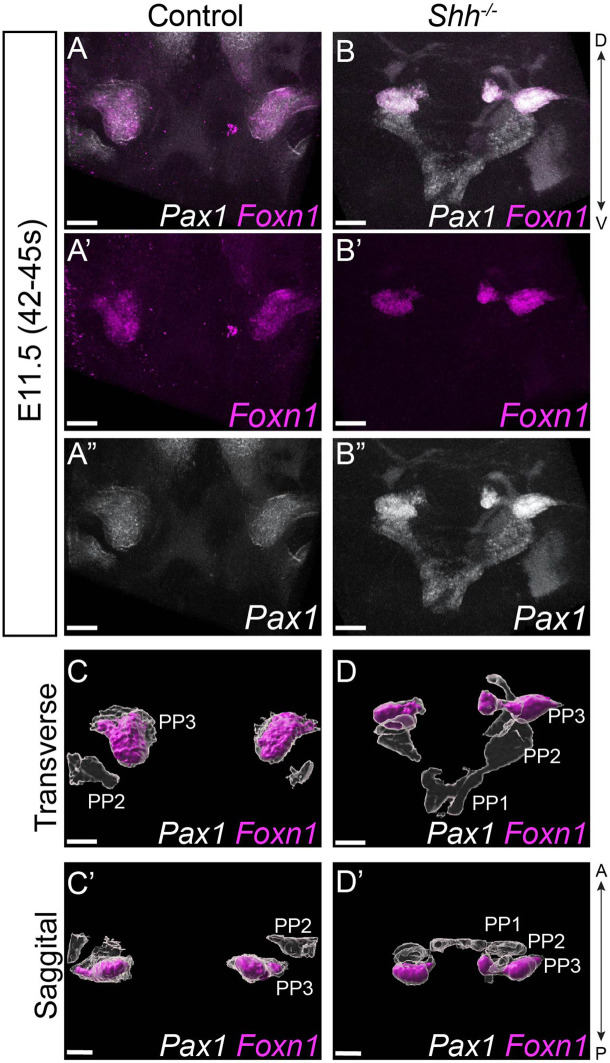
*Foxn1*-expression is not extended beyond the third pharyngeal pouch in the absence of HH signaling. (**A–D**) *Pax1* (white) and *Foxn1* (magenta) expression in three control and three *Shh^−/−^* embryos at E11.5 (42–45 s). (**C–D’**) Three-dimensional renderings of *Pax1* and *Foxn1* expression domains within the third pharyngeal pouch of control and *Shh^−/−^* embryos at E11.5 from a traverse (**C, D**) and sagittal (**C’, D’**) perspectives. Panels (**A–B”**) are single slice images. PP – pharyngeal pouch; D – dorsal; V – ventral; A – anterior; P – posterior (panels A–D are in the same orientation; panels (**C’–D’**) are in the same orientation). Scale bars denote 100 µm.

Loss of *Shh* has been shown to cause an expansion of *Pax1*, a marker of pharyngeal pouches 1–3 in the anterior foregut as well as the expansion of *Foxn1*-expressing thymic progenitors in the third pharyngeal pouch (Johansson et al., 2015; Moore-Scott and Manley, 2005; Wallin et al., 1996; Westerlund, 2013). To determine if expanded pharyngeal pouch populations replace larynx epithelial cells in *Shh^−/−^*s, we examined the expression of *Pax1, Hoxb1* (expressed in the fourth pharyngeal pouches), and *Foxn1* (Moore-Scott and Manley, 2005; Wallin et al., 1996). We used three-dimensional rendering to examine the spatial distribution of these markers along the foregut (Figure 5, Figure 5—figure supplements 2 and 3). Consistent with previous findings, *Pax1* was expressed exclusively in pharyngeal pouches 1–3 and was excluded from the epithelium and mesenchyme of the vocal folds in controls (Figure 5F, H–J, Figure 5—figure supplement 2A; Johansson et al., 2015; Moore-Scott and Manley, 2005; Westerlund, 2013). *Hoxb1*, which was highly expressed in the fourth pharyngeal pouches adjacent to the larynx was also transiently expressed at lower levels within the epithelium of the vocal folds at E10.5, defining it as a marker of the larynx in control and mutant tissues at this timepoint (Figure 5F, G, J, Figure 4—figure supplement 6A”, B” 1–2, Figure 5—figure supplement 2A–C). At 30–32 s (E10.0), just prior to widespread cell death within the epithelium, *Shh^−/−^* embryos had severely altered pharyngeal pouch and larynx morphology. The fourth pharyngeal pouches were contracted toward the larynx in mutants, forming a single continuous structure with the same high *Hoxb1* expression along the lateral walls in anterior sections through the larynx, which resolved into separated pouch and foregut epithelia posteriorly (Figure 5P–Q). In some instances, the pouches appeared fused with the anterior larynx with the lateral sides expressing the high levels of *Hoxb1* characteristic of the fourth pharyngeal pouches, and internal domains expressing lower levels of *Hoxb1* consistent with expression in the larynx epithelium (Figure 4—figure supplement 6A–B). Despite these severe morphology changes, *Pax1* and *Hoxb1* domains remained unchanged in *Shh^−/^*^−^ embryos at both E10.75 (37–38 s) and E11.5 (42–44 s) while FOXA2 was either severely reduced or absent from the larynx and anterior foregut (Figure 5F–Q, Figure 5—figure supplement 1E–F, Figure 5—figure supplement 2A, D–F). Similarly, *Foxn1*, which marks the third pharyngeal pouch, did not expand into the larynx (Figure 5—figure supplement 3C–D; Moore-Scott and Manley, 2005; Wallin et al., 1996). This suggests that the abnormally positioned fourth pharyngeal pouches fuse with and replace part of the larynx epithelium in *Shh^−/−^* embryos while more anterior pouch tissues do not expand into the larynx.

## Discussion

We report a role for HH signaling in regulating the morphogenesis of the presumptive laryngeal epithelium. There is an unexpectedly early role for HH signaling in maintaining the nascent foregut epithelium, which in its absence undergoes an EMT-like process marked by cadherin switching, cell extrusion and ultimately cell death (Figure 6A). As this initial population of epithelium dies, it is replaced by an ectopic population of cells likely originating from the fourth pharyngeal pouches (Figure 6B). The unexpected presence of this unknown population complicates the previous interpretation of HH mutant phenotypes in the anterior foregut, as changes in gene expression that have been interpreted as reflecting HH-dependent transcriptional changes might instead reflect the properties of this new population of replacement cells.

**Figure 6.**
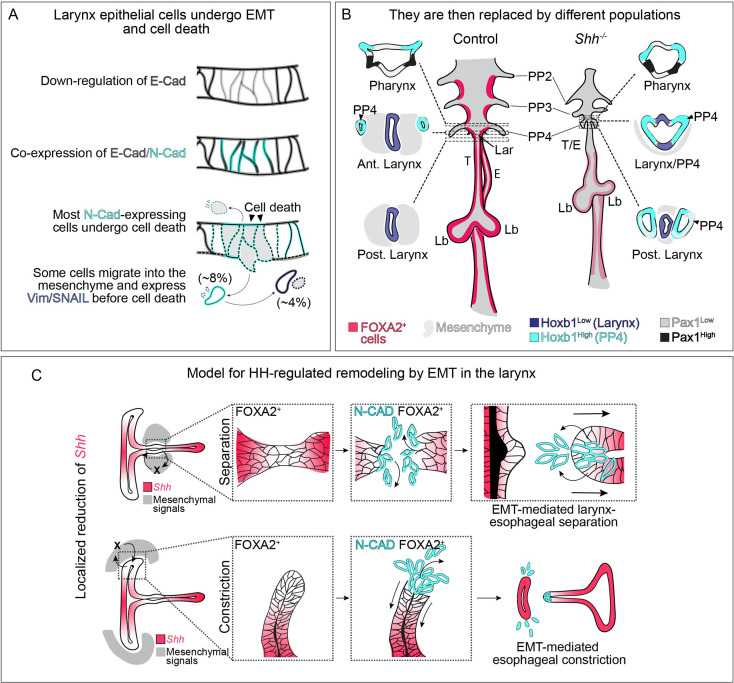
Dynamic HH signaling drives the homeostasis of the early anterior foregut endoderm and may also regulate later stages of larynx remodeling. (**A**) Epithelial cells marked by E-Cadherin (gray) in the anterior foregut undergo a cadherin switch (marked by the induction of N-Cadherin expression in cyan), cell death and are cleared from the epithelium in the absence of HH signaling. Some cells (8%) migrate out of the foregut epithelium and a subset express mesenchymal markers (Vimentin and SNAIL expression in dark blue; 4%) prior to cell death. (**B**) We propose that the original larynx epithelial cells (expressing FOXA2 in pink) are replaced by cells derived from the fourth pharyngeal pouch (marked by high *Hoxb1* expression in cyan) which have fused to the laryngeal epithelium (marked by low *Hoxb1* expression in dark blue) in anterior sections. (**C**) Proposed model for epithelial-to-mesenchymal transition (EMT)-mediated morphogenesis at later stages of larynx development. Dynamic *Shh* (pink) expression within the larynx epithelium drives EMT-mediated morphogenesis resulting in larynx-esophageal separation and esophageal constriction. PP 2/3/4 – pharyngeal pouches #2–4, Lar – larynx, T – trachea, E – esophagus, Lb – lung buds.

### The *Shh^−/−^* larynx epithelium consists of an unknown population of cells with aberrant gene expression

The loss of FOXA2, SOX2, and NKX2.1 (Figures 4 and 5, Figure 5—figure supplements 1 and 2) could be due to either the transcriptional downregulation of HH-target genes that establish dorsal–ventral patterning or it could reflect the absence of cells that express these foregut markers. The greatly reduced levels of *Shh*-descendant labeling coupled with high levels of cell death (Figure 4; Figure 4—figure supplements 4 and 5) is consistent with the latter scenario, suggesting that the original *Shh*-expressing endodermal cells are replaced by a secondary population of cells lacking FOXA2. These cells are not part of expanded anterior pharyngeal pouches (pouches 1-3) or thymic domains (Figure 5, Figure 5—figure supplements 1 and 2; Gordon et al., 2001; Moore-Scott and Manley, 2005; Wallin et al., 1996). The high levels of *Hoxb1* expression in the *Shh^−/−^* epithelium suggest that adjacent fourth pharyngeal pouch tissues contribute to the mutant larynx in the anterior foregut (Figure 5P–Q, Figure 4—figure supplement 6A–B). This fusion of the two compartments is likely due to high levels of cell death within both the vocal fold mesenchyme as well as throughout the adjacent pharyngeal arch mesenchyme (arches 2 and 3) (Moore-Scott and Manley, 2005), which we speculate result in the collapse of the fourth pharyngeal pouches toward the midline of the foregut (Figure 4—figure supplement 5H, Figure 6B). It is presently unclear how extensively this population contributes to the replacement of *Shh* descendants throughout the anterior foregut. FOXA2 expression is also absent from the more posterior trachea and esophagus compared to controls (Figure 5—figure supplement 1F). This suggests that FOXA2 regulation by *Shh* extends throughout the anterior foregut and that posterior tracheal/esophageal tissues might also be replaced in *Shh^−/−^*s. However as this tissue does not express *Hoxb1* it is unlikely to be formed from the fourth pharyngeal pouches.

### HH-dependent epithelial changes are mediated by a partial EMT

Several lines of evidence indicate that larynx epithelial cells undergo a partial EMT in *Shh^−/−^* embryos. First, they undergo the switch from E-Cadherin to N-Cadherin described above. Subsequently, some of these cells are found in the mesenchyme while others are present in the lumen or appear in the process of extrusion (Figure 2I–K; Figure 4I, K). Some of the cells within the mesenchyme express Vimentin and SNAIL (Figure 3—figure supplement 3), markers indicative of mesenchymal cell types that are not expressed in the original epithelial cells (Barrallo-Gimeno and Nieto, 2005; Casas et al., 2011; Huang et al., 2012; Jägle et al., 2017; Liu et al., 2015; Mendez et al., 2010; Vuoriluoto et al., 2011). This suggests that epithelial cells are capable of becoming mesenchymal cells, although they subsequently undergo apoptosis. A characterization of the identity of these presumably short-lived transitioning cells remains elusive, as the best-described mesenchymal markers, *Foxf1* and *Sox9* are significantly reduced in *Shh^−/−^* mesenchyme and therefore cannot be used to determine if the cells adopt a larynx mesenchymal fate (Nasr et al., 2021; Nasr et al., 2019). It is also important to emphasize that even prior to the onset of cell death, only about 8% of cells are found in the mesenchyme, and only half of these cells express Vimentin/SNAIL (9/21 cells in the mesenchyme at E9.75) (Figures 2 and 4, Figure 4—figure supplement 5). All mutant epithelial cells undergo cadherin switching and lose cell stratification (Figure 2, Figure 2—figure supplement 1). The majority of these cells do not leave the epithelium and do not express SNAIL or Vimentin while undergoing apoptosis. It remains unclear how these cells are removed from the epithelium. Possibilities include an EMT-independent destabilization of the epithelial layer due to extensive cell death, a loss of epithelial contacts to the basement membrane (signaled by loss of Laminin and p63), or cell death-induced cell extrusion (Kuipers et al., 2014; Ohsawa et al., 2018; Rosenblatt et al., 2001).

In contrast to the phenotypes observed in germline mutants, the changes in cell properties of low-*Shh*-expressing cells in the wild-type remodeling larynx during larynx-esophageal separation were comparatively mild. These cells do not undergo apoptosis, perhaps because of the presence of low-level HH signaling. Most prominently, they do not downregulate E-Cadherin as they do in *Shh^−/−^* larynx epithelia (Figures 1 and 2, Figure 1—figure supplement 1). One explanation for the milder phenotype likely lies in their differential regulation of FOXA2, which is downregulated in *Shh^−/−^* foreguts but is maintained during larynx-esophageal separation (Figure 4—figure supplements 1 and 3). *Cdh1* (encoding E-Cadherin) has been reported to be transcriptionally regulated by FOXA2 in gastrulating endoderm as well as oral and breast cancer cells (Bow et al., 2020; Scheibner et al., 2021; Zhang et al., 2015). Thus, the reduction of FOXA2 from the endoderm in *Shh^−/−^*s could initiate changes in cell adhesion resulting from reduced production of E-Cadherin. Both cell populations upregulate N-Cadherin (Figure 6A, C), suggesting that it is negatively regulated by *Shh* in both contexts. The coexpression of E-Cadherin and N-Cadherin during laryngeal remodeling has also been observed in FOXA2-expressing gastrulating endodermal progenitors during EMT (Scheibner et al., 2021).

### Does HH signaling directly regulate larynx epithelial genes?

Prior to being lost from the foregut, FOXA2 expression is gradually reduced in *Shh^−/^*^−^ foreguts (Figure 4A–C, Figure 4—figure supplement 1D, F, H; Yamagishi et al., 2003). *FoxA2* is a direct transcriptional target of SHH in the neural tube (Oosterveen et al., 2012; Peterson et al., 2012; Sasaki and Hogan, 1994) and the HH-target genes *Ptch1* and *Gli1* are expressed within the foregut epithelium (Figure 4—figure supplement 2A, C). This is consistent with the possibility that HH signaling could regulate *FoxA2* or perhaps other epithelial genes through autocrine signaling (Motoyama et al., 1998; Yamagishi et al., 2003). However, as has been previously noted in other foregut tissues, the expression of HH-responsive target genes is much lower in the epithelium than in the mesenchyme (Figure 4—figure supplement 2C; Han et al., 2017; Moore-Scott and Manley, 2005; Motoyama et al., 1998; Rankin et al., 2016). Thus the most plausible scenario is that HH signaling indirectly regulates epithelial fate through paracrine signaling to the adjacent mesenchyme (Han et al., 2020; Han et al., 2017; Nasr et al., 2021; Rankin et al., 2016; Yang et al., 2021). Consistent with the latter possibility, there is widespread cell death in the *Shh^−/−^* mesenchyme that precedes that in the epithelium (Figure 4, Figure 4—figure supplement 5G, H). This results in dramatic changes to the composition of the mesenchyme, including the upregulation of multiple TGFβ family members that have well-established roles in inducing EMT as well as antagonizing HH signaling during thymic/parathyroid and pancreas induction (Hebrok et al., 1998; Katsuno et al., 2013; Kim and Hebrok, 2001; Mercado-Pimentel and Runyan, 2007; Moore-Scott and Manley, 2005; Nawshad et al., 2004; Schnaper et al., 2003; Thiery et al., 2009).

Confirming previous studies, we find that *Shh* is dynamically expressed during larynx development (Lungova et al., 2018; Lungova et al., 2015; Sagai et al., 2009). In addition to its downregulation from regions of the larynx epithelium that express N-Cadherin, the relative levels of *Shh* within *Shh*-expressing domains of the epithelium are highly dynamic at later stages, where there is an overall reduction in *Shh* within the dorsal half of the larynx epithelium, which is contiguous with the esophagus, compared to the ventral half (Figure 1B, H). Additionally, lower levels of *Shh* have been reported in the trachea compared to the esophageal epithelium at later stages (Nasr et al., 2021). *Shh* expression in the larynx is regulated by three distinct enhancers that occupy largely non-overlapping regions of activity along the dorsal–ventral axis of the larynx (Sagai et al., 2017; Sagai et al., 2009; Tsukiji et al., 2014). While it remains unclear how they are regulated, differential enhancer utilization is a plausible mechanism for regional regulation of *Shh* along the foregut.

### A global role for hedgehog signaling in anterior foregut organogenesis

We propose that regionalized reduction in *Shh* within the anterior foregut triggers partial EMT as a key step in driving the morphogenesis of other foregut-derived organs. Alternatively, there may be additional regional factors that are required to activate partial EMT upon withdrawal of HH signaling. HH is locally restricted along the foregut endoderm at the initiation sites of multiple foregut-derived organs including the thymus, the pancreas, the thyroid, and the liver (Apelqvist et al., 1997; Bain et al., 2016; Bort et al., 2006; Fagman et al., 2004; Gordon and Manley, 2011; Hebrok, 2000; Hebrok et al., 1998; Moore-Scott and Manley, 2005; Westerlund, 2013). It is unclear why HH restriction is required in these different contexts and if they share a common mechanism such as EMT. The liver bud is generated from foregut tissue that lacks *Shh* expression and subsequently undergoes EMT into the adjacent mesenchyme (Bort et al., 2006; Mu et al., 2020). Additionally, loss of *Shh* and the expression of N-Cadherin within the foregut epithelium mark the site of the presumptive dorsal and ventral pancreatic buds, though N-Cadherin is dispensable for the initial stages of pancreatic budding (Esni et al., 2001; Johansson et al., 2010). While the role of *Shh* has not been directly studied in this process, *Hhex* mutants, which fail to undergo EMT of the liver bud also mis-express *Shh* in the epithelium (Bort et al., 2006). Given the role for FOXA2 in regulating EMT in gastrulating endoderm, HH signaling could act either directly or indirectly to maintain FOXA2 (Scheibner et al., 2021). This could include the maintenance of FOXA2 expression/activity or co-regulation of a set of common downstream targets.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)	*Shh^tm1amc^ (Shh^+/−^*)	Jackson Laboratory (Lewis et al., 2001)	Jackson Cat# 003318, MGI Cat# 3584154, RRID:MGI:3584154	Swiss Webster background
Genetic reagent (*M. musculus*)	*Cg-Shh^tm1(EGFP/cre)Cjt^* (*Shh^GFP-Cre^*)	Jackson Laboratory (Harfe et al., 2004)	Jackson Cat#: 005622; MGI Cat#: 92505; RRID: IMSR_JAX:005622	Mixed background
Genetic reagent (*M. musculus*)	*Ptch1^tm1Mps^/J* (*Ptch^LacZ^*)	Jackson Laboratory (Goodrich et al., 1997)	Jackson Cat#: 003081; MGI Cat#: 42441; RRID: IMSR_JAX:003081	BL6-background
Genetic reagent (*M. musculus*)	*Gli1^tm2Alj^/J* (*Gli1^LacZ^*)	Laboratory of Dr. Aaron Zorn	Jackson Cat#: 008211; MGI Cat#: 2449767; RRID: IMSR_JAX: 008211	
Genetic reagent (*M. musculus*)	*B6.129S6-Shh^tm2(cre/ERT2)Cjt^/J* (*Shh^CreER/+^*)	Laboratory of Dr. Susan Mackem (Harfe et al., 2004)	Jackson Cat#: 005623 MGI: 92504 RRID: IMSR_JAX:005623	Swiss Webster background
Genetic reagent (*M. musculus*)	*B6.Cg-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/J* (*Rosa26^Ai9/+^*)	Jackson Laboratory	Jackson Cat#: 007909 MGI: 155793 RRID: IMSR_JAX: 007909	BL6-background
Genetic reagent (*M. musculus*)	Swiss Webster Wildtype	Charles River	Charles River Cat# NCI 551 IMSR Cat# TAC:sw, RRID:IMSR_TAC:sw	
Chemical compound, drug	Tamoxifen	Sigma-Aldrich	Cat#: T5648-1G Lot/batch#: WXBD2299V	
Other	Trizol	Life Technologies	Cat#: 10296010	Used for RNA extraction
Commercial assay, kit	NEBNext Ultra II Directional RNA library prep kit	New England Biolabs	Cat#: E7760L	
Commercial assay, kit	In Situ Cell death detection Kit	Roche	Cat# 12156792910 Lot#: 11520500	OCT and paraffin
Other	4′,6-Diamidino-2-phenylindole (DAPI)	Invitrogen	Cat# D1306 Lot#: 2208529	Nuclear stain for OCT and paraffin sections and whole mounts (1:5000)
Other	Prolong Gold Antifade	Thermo Fisher Scientific	Cat#: P36930	Used to mount OCT/paraffin section stains
Chemical compound, drug	Histodenz	Sigma-Aldrich	Cat#: D2158-100G Lot #: WXBD3838V	Used to clear whole-mount embryos
Chemical compound, drug	*N*-Methyl-acetimide	Sigma-Aldrich	Cat#: M26305-100G	Used to clear whole-mount embryos
Other	Low-melt agarose	Sigma-Aldrich	Cat#: A2576-5G Lot#: SLCG3476	Used at 1.5% agarose in water (wt/vol)
Antibody	SOX9 (rabbit polyclonal)	Millipore	Cat#: AB5535; Lot#: 3389351 RRID:AB_2239761	OCT and paraffin (1:200)
Antibody	SOX2 (mouse monoclonal)	Santa-Cruz	Cat#: sc-365823; LOT#: E1619 RRID:AB_10842165	OCT and paraffin (1:200)
Antibody	NKX2.1 (TTF-1) (mouse monoclonal)	Santa-Cruz	Cat#: sc-53136 LOT#: B2219 RRID:AB_793529	OCT (1:200)
Antibody	FOXA2 (rabbit monoclonal)	Abcam	Cat#: ab108422; LOT#: GR3289185 RRID:AB_11157157	OCT and paraffin (1:300)
Antibody	FOXA2 (mouse monoclonal)	DSHB	Cat#: 4c7 RRID:AB_528255	OCT (1:50)
Antibody	N-Cadherin (rabbit monoclonal)	Cell Signaling Technologies	Cat#: 13116S RRID:AB_2687616	OCT (1:200)
Antibody	E-Cadherin (rabbit monoclonal)	Cell Signaling Technologies	Cat#: 3195S RRID:AB_2291471	OCT and paraffin (1:200)
Antibody	Vimentin (rabbit monoclonal)	Cell Signaling Technologies	Cat#: 5741T RRID:AB_10695459	OCT (1:200)
Antibody	P63 (mouse monoclonal)	Abcam	Cat#: ab735 RRID:AB_305870	OCT and paraffin (1:200)
Antibody	Cleaved-Caspase3 (D165) (rabbit monoclonal)	Cell Signaling Technologies	Cat#: 9664S RRID:AB_2070042	OCT and paraffin (1:200)
Antibody	GFP (chicken polyclonal)	Aves	Cat#: 1020; LOT#: 1229FP08 RRID:AB_10000240	OCT (1:500)
Antibody	RFP (Rabbit polyclonal)	Rockland	Cat#: 600-401-379; LOT#: 46317 RRID:AB_2209751	OCT (1:100)
Antibody	ECAD-488 (24E10) (rabbit monoclonal)	Cell Signaling Technologies	Cat#: 3199S RRID:AB_10691457	OCT (1:200)
Antibody	Phospho-Histone H3 (rabbit polyclonal)	Millipore	Cat#: 06-570; LOT#: 2972863 RRID:AB_310177	OCT and paraffin (1:200)
Antibody	Rabbit Isotype Control (DA1E) (rabbit monoclonal)	Cell Signaling Technologies	Cat#: 3900S RRID:AB_1550038	OCT (4 μg/ml)
Antibody	RAB-11 (rabbit monoclonal)	Cell Signaling Technologies	Cat#: 5589T RRID:AB_10693925	OCT (1:100)
Antibody	Beta-Catenin (rabbit polyclonal)	Thermo Fisher Scientific	Cat#: 71-2700 RRID:AB_2533982	OCT (1:500)
Antibody	Laminin (rabbit polyclonal)	Sigma-Aldrich	Cat#: L9393-100UL; LOT#: 099M4886V RRID:AB_477163	Paraffin (1:100)
Antibody	anti-Rabbit Alexa 488 (goatpolyclonal)	Thermo Fisher Scientific	Cat#: A11034 RRID:AB_2576217	OCT and paraffin (1:250)
Antibody	anti-Mouse Alexa 568 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A11004 RRID:AB_2534072	OCT and paraffin (1:250)
Antibody	anti-Chicken Alexa 568 (goat polyclonal)	Thermo Fisher Scientific	Cat#: A11041 RRID:AB_2534098	OCT (1:250)
Antibody	anti-Rabbit Alexa 647 (goat polyclonal)	Life Technologies	Cat#: A27040 RRID:AB_2536101	OCT (1:250)
Commercial assay, kit	V3.0 HCR RNA-FISH Kit Probe Hybridization buffer	Molecular Instruments	LOT#: BPH02324	Whole-mount embryos
Commercial assay, kit	V3.0 HCR RNA-FISH Kit Probe Wash buffer	Molecular Instruments	LOT#: BPW02123	Whole-mount embryos
Commercial assay, kit	V3.0 HCR RNA-FISH Kit Amplification buffer	Molecular Instruments	LOT#: BAM01923	Whole-mount embryos
Commercial assay, kit	Cdh1 HCR probe (*M. musculus*)	Molecular Instruments	Probe Lot#: PRI679 MGI Accession: 12550	Hairpin-B2-Alexa488
Commercial assay, kit	Cdh2 HCR probe (*M. musculus*)	Molecular Instruments	Probe Lot#: PRH832 MGI Accession: BC022107	Hairpin-B1- Alexa594
Commercial assay, kit	Shh HCR probe (*M. musculus*)	Molecular Instruments	Probe Lot#: PRA909 MGI Accession: NM_009170	Hairpin-B1-Alexa594
Commercial assay, kit	Pax1 HCR probe (*M. musculus*)	Molecular Instruments	Probe Lot#: PRH830 MGI Accession: NM_008780.2	Hairpin-B1-Alexa594
Commercial assay, kit	Hoxb1 HCR probe (*M. musculus*)	Molecular Instruments	Probe Lot#: PRE343	Hairpin-B4-Alexa647
Commercial assay, kit	Foxn1 HCR probe (*M. musculus*)	Molecular Instruments	Probe Lot#: PRN998	Hairpin-B4-Alexa647
Software, algorithm	HISAT2 v2.1.0	Pertea et al., 2016; Pertea et al., 2015	RRID:SCR_015530	Used for RNA-seq analysis
Software, algorithm	StringTie v1.3.6	Pertea et al., 2016; Pertea et al., 2015	RRID:SCR_016323	Used for RNA-seq analysis
Software, algorithm	Imaris v9.9.1 software	Bitplane Inc	RRID:SCR_007370	Used for 3D rendering of surfaces

### Embryonic manipulations

All experiments involving mice were approved by the Institutional Animal Care and Use Committee at the University of Texas at Austin (protocol AUP-2019-00233). The *Shh^tm1amc^* null allele (referred to as *Shh^+/−^*) was maintained on a Swiss Webster background (Lewis et al., 2001). The *Cg-Shh^tm1(EGFP/cre)Cjt^* (*Shh^GFP-Cre^*) (Harfe et al., 2004), the *Ptch1^tm1Mps^/J* (*Ptch^LacZ^*) (Goodrich et al., 1997), the *Gli1^tm2Alj^/J* (*Gli1^LacZ^*) (Bai et al., 2002), and the *Shh^CreER/+^;Rosa26^Ai9/+^* lines (Harfe et al., 2004; Srinivas et al., 2001) were maintained on mixed genetic backgrounds. To label *Shh*-descendant cells, pregnant mice containing *Shh^CreER^;Rosa26^Ai9^* embryos were injected intraperitoneally with 3 mg of Tamoxifen (Sigma Aldrich, T5648-1G) per 40 g.

### Gene expression

RNA was extracted using Trizol reagent (Life Technologies, 10296010) and DNAse treated. For bulk RNA-seq, vocal fold tissue was dissected from two sets of 3-pooled control and *Shh^−/−^* embryos at E10.5 (32–35 s). Libraries were generated using the NEBNext Ultra II Directional RNA library prep kit and single-end sequenced on the Illumina NextSeq 500 platform at a depth of ~40,000,000 reads/sample. Sequenced reads were aligned to the mm10 genome using HISAT2 v2.1.0 and assembled into genes using StringTie v1.3.6 (Pertea et al., 2016; Pertea et al., 2015). The RNA-seq is accessible from GEO (accession number GSE190281) and differentially expressed genes are listed in Figure 2—source data 1.

### Immunofluorescence

All immunofluorescence replicates (denoted by *n*) refer to independent biological replicates from different embryos.

For paraffin embedding, embryos were fixed overnight in 10% formalin, sectioned to 5 μm and incubated in three 5-min washes of boiling 10 mM sodium citrate buffer, pH 6.0 prior to antibody incubation. For cryosection embedding, embryos were fixed for 1 hr in 4% paraformaldehyde at room temperature, sucrose protected, embedded in OCT (optimal cutting temperature compound) and sectioned to 10 μm. Samples were then permeabilized in 0.06% PBST (phospho-buffered saline with 0.06% Triton-X) prior to blocking. Paraffin and OCT sections were blocked in 3% bovine serum albumin and 5% normal goat serum/PBST (0.1% Tween-20) for 1 hr at room temperature and, following an overnight incubation in primary antibody at 4°C (see Key Resources Table for a list of all antibodies), incubated in secondary antibodies for 1 hr at room temperature. Apoptosis was detected on OCT-embedded sections by TUNEL staining, using the In Situ Cell death detection Kit (Roche, 12156792910). All samples were counterstained in 4′,6-diamidino-2-phenylindole (DAPI; Invitrogen, D1306) for 10 min at room temperature and mounted in ProLong Gold Antifade (Thermo Fisher Scientific, P36930) prior to imaging. The E-Cadherin-488, N-Cadherin, and TdT triple stains (Figure 3) were imaged on a Nikon Eclipse Ti-2 microscope equipped with a 60x, 1.40NA objective; a Visitech iSIM super-resolution confocal scan head; and a Photometrics Kinetix22 camera. All other images were obtained using a Zeiss LSM 710/Elyra S.1 confocal microscope and 10x, 20x, or 63x objectives.

To visualize E-cadherin and N-Cadherin coexpressing cells within the larynx epithelium, OCT-embedded sections were permeabilized, blocked, and incubated in unconjugated N-Cadherin/ goat anti-rabbit Alexa 647 as specified above. Sections were then blocked in Rabbit IgG isotype control (Cell Signaling Technologies, 3900S) (in 5% normal goat serum, 1% Triton-X, PBS) for 1 hr at room temperature. Following an overnight incubation in E-Cadherin-488 at 4°C, samples were washed in 1× PBS, counterstained with DAPI as described above, and mounted in ProLong Gold Antifade. For whole-mount immunofluorescent staining, embryos were processed as described by Nasr et al., 2019. To image, whole-mount stained embryos were embedded in 1.5% low-melt agarose (Sigma, A5030) cooled to room temperature, and cleared overnight using Ce3D++ which was prepared with a high concentration of iohexol as described by Anderson et al., 2020.

E-Cadherin localization along the apical–basal axis of the epithelium was measured in Fiji using the average fluorescent intensity of E-Cadherin (normalized to background) within a selected region along the lateral wall of the vocal folds, divided into six equal regions from the apical to the basal end of the epithelium. Relative levels of RAB-11, GFP, FOXA2, *Shh*, and *Cdh1* along the larynx epithelium was measured in Fiji using a 25–35- or 50-pt-thick line scan that was normalized to background fluorescence.

### Whole-mount fluorescent in situ hybridization (HCR)

All whole-mount fluorescent in situ hybridization replicates (denoted by *n*) refer to independent biological replicates from different embryos.

Whole-mount HCR was carried out on whole embryos or cultured larynx explants as previously described in Anderson et al., 2020. Briefly, samples were digested in Proteinase K (E9.5 embryos for 10 minutes, E10.5 embryos for 18 minutes, and E11.5 embryos for 30 minutes), incubated in 4 nM probe overnight at 37°C, and then in 60 pmol hairpin per 0.5 ml of amplification buffer (Molecular Instruments) overnight at room temperature. After incubation with the hairpins, samples were washed and counterstained in DAPI overnight as specified by Anderson et al., 2020. Samples were then embedded in low-melt agarose and cleared in CeD3++ as described in Anderson et al., 2020 before imaging. See Key Resources Table for list of HCR probes used in the study.

### Whole-mount HCR coupled with immunofluorescence

Whole-mount HCR was carried out on whole embryos or dissected trunk tissue as described above with the following changes. Samples were digested in Proteinase K for half the normal HCR digestion time, incubated in 4 nM probe overnight at 37°C, and then in 60 pmol hairpin per 0.5 ml of amplification buffer (Molecular Instruments) overnight at room temperature. After incubation with the hairpins, samples were washed 2× in PBS and 1× in PBST, blocked in 5% normal goat serum/PBT (0.2% Triton X-100) for 2 hr at room temperature, and incubated in primary antibody (in block) overnight at 4°C. Following primary antibody incubation, embryos were washed 5× in PBS (1 hr per wash) at room temperature and incubated in secondary antibody (in block) overnight at 4°C. Following secondary antibody incubation samples were washes 3× in PBS (20 min per wash), counterstained in DAPI overnight and embedded and cleared in low-melt agarose and CeD3++, respectively, as described in Anderson et al., 2020 before imaging. Samples were imaged on a Nikon W1 spinning disk confocal equipped with dual monochromatic Andor EMCCD cameras (10x and 20x objectives).

### Three-dimensional rendering on Imaris

HCR-coupled immunofluorescent whole mounts were imaged as mentioned above and processed using the Surface rendering tool on Imaris 9.9.1. The 3D surfaces for each channel imaged were generated using the same fluorescent intensity ranges across control and mutant samples, with a smoothing pixel size of 4 μm. Surfaces were false colored as separated objects, and any surfaces generated from auto-fluorescent blood cells (which were defined as cell clusters present in all fluorescent channels) were manually deleted from the surface rendering after generation.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE190281. The following dataset was generated: RamachandranJ ZhouW BardenhagenAE JiH VokesSA 2021Hedgehog signaling is essential to maintain epithelial identity during larynx and foregut morphogenesisNCBI Gene Expression OmnibusGSE190281

# Supplementary material for: Hedgehog regulation of epithelial cell state and morphogenesis in the larynx
**Source:** eLife. 2022 Nov 18;11:e77055. doi: 10.7554/eLife.77055
**Supplement:** Supplementary file 1. — Cell numbers were quantified from the ventral half of the epithelium in each section analyzed. This table provides source data for figure panels Figure 4K–L and Figure 4—figure supplement 4A–F. Ventral epi. – ventral epithelium.

**Supplementary File 1**

| Embryonic stage | Somite | Genotype | DAPI+ cells (ventral epi) | TdT+cells (ventral epi.) | %TdT+cells (ventral epi) | TdT+Casp3+ (ventral epi.) | Mesenchymal TdT+ | Mesenchymal  TdT+Casp3+ |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| E9.75 | 28s | Control | 55 | 44 | 80 | n/a | 0 | 0 |
| E9.75 | 29s | Control | 51 | 37 | 73 | n/a | 0 | 0 |
| E9.75 | 27s | Control | n/a | n/a | n/a | 0 | 4 | 0 |
| E9.75 | 28s | Control | n/a | n/a | n/a | 0 | 5 | 0 |
| E9.75 | 27s | Control | 59 | 55 | 92 | n/a | 0 | 0 |
| E9.75 | 29s | Mutant | n/a | 28 | n/a | 6 | 8 | 4 |
| E9.75 | 26s | Mutant | n/a | 12 | n/a | 4 | 1 | 0 |
| E9.75 | 27s | Mutant | n/a | 23 | n/a | 0 | 2 | 0 |
| E9.75 | 27-8s | Mutant | n/a | 57 | n/a | 22 | 10 | 2 |
| E9.75 | 29s | Mutant | 82 | 18 | 23 | 11 | 1 | 1 |
| E10.5 | 32s | Control | 76 | 65 | 85 | n/a | 0 | 0 |
| E10.5 | 32s | Control | 67 | 52 | 78 | n/a | 0 | 0 |
| E10.5 | 33s | Control | 80 | 62 | 77 | 3 | 1 | 0 |
| E10.5 | 33s | Mutant | 80 | 11 | 14 | n/a | 4 | 3 |
| E10.5 | 33s | Mutant | 75 | 14 | 19 | 11 | 2 | 2 |
| E10.5 | 31s | Mutant | 78 | 15 | 19 | 9 | 0 | 0 |
| E10.5 | 34s | Mutant | 102 | 7 | 7 | 3 | 4 | 2 |
| E10.5 | 32s | Mutant | n/a | 20 | n/a | 13 | 3 | 3 |

How the deposited data were processed for this re-analysis (not part of the article)

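RNA-seq was analysed from 4 libraries of mouse larynx tissue at E10.5 (32 to 35 somites), 2 pools of 3 *Shh-/-* larynxes and 2 pools of 3 WT larynxes. The paper gives the mutant genotype as *Shh-/-*, and the sample labels write the same pools as heterozygous; the paper's genotype was used. The starting RNA ranged from 200 to 310 ng per pool and the RNA integrity number from 7.7 to 9.0. The immunofluorescence, lineage tracing and in situ experiments were not analysed here.

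The authors prepared stranded, poly(A)-selected libraries, sequenced them single-end, aligned the reads to mm10 with HISAT2 and assembled them into genes with StringTie. The deposited tables give, per gene, the mean read coverage as StringTie computed it, without normalization between libraries. They give FPKM values, which the authors obtained as coverage scaled by the aligned bases of the library. They also give TPM values, which the authors obtained by scaling FPKM to a sum of 1000000 in each library. No column of read counts was used. The paper's text names no test for the differentially expressed genes; its source table has columns of the kind DESeq2 writes, and the authors' log2 fold changes there are WT over *Shh-/-* and were given the opposite sign here.

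Each of the 4 tables lists the same 46983 genes. Of their gene IDs, 46488 matched GENCODE M21 without the version suffix and 37902 with it. GENCODE was used for gene types, transcript length, GC content and Entrez IDs, while coordinates and symbols are those of the deposited tables. All 37 mitochondrially encoded genes are listed at 0 in every library, and 5 genes (*Scarna9*, *Gm9078*, *Gm4613*, *Gm20716* and *Gm43738*, chosen after their values were seen) are listed at 0 in 1 library and at 10 TPM or more in the other 3, so a 0 in these tables can be a failed estimate. Haemoglobin transcripts took 1.18 and 1.79% of TPM in the *Shh-/-* pools and 1.63 and 1.85% in the WT pools.

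Depth was derived from the tables because FPKM is coverage divided by the library's aligned bases, apart from a constant. A read length of 75 nt, inferred from the steps of low-coverage genes with a single transcript, gives 18300000 to 41700000 aligned reads. The first *Shh-/-* pool was the least deeply sequenced. TPM carries no counts, so no counting interval was computed, and the precision of each value is given by the spread between the 2 pools.

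Rows of one gene ID were summed. The comparison used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(TPM + 1), for the 16972 genes with a mean TPM of at least 1 over the 4 libraries, with *Shh-/-* minus WT as the contrast, no covariates and Benjamini-Hochberg adjustment with a threshold of 0.05. The design, the alternatives and the gene lists were fixed before the data were examined. Gene lists and Reactome pathways (the mouse sets of the fgsea package, version 1.28.0, with 15 to 500 tested genes) were tested with limma's camera at an inter-gene correlation of 0.01. The median of each list was also set against 10000 random lists matched on mean expression in 20 bins. Two-sided exact permutation of 2 pools against 2 cannot give a p below 0.33 and was not used for single genes.

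The genes named in the text follow a rule set in advance: every gene the paper names for the RNA-seq or prints in Figure 2B, *Shh* and the HH pathway and foregut markers the paper measures by other means, members of the gene lists, and the 5 largest rises and 5 largest falls among genes past the threshold with both *Shh-/-* pools on the same side of both WT pools. Genes outside it are marked where they are named. *Gdf1*, a listed TGFβ ligand, had no entry under that symbol in the tables.

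The scripts were tested on simulated data with the mean values of the real genes. With no changed gene, 5.2% of 16972 genes had an unadjusted p under 0.05 and 0 were called. With 200 genes changed by 2 on the log2 scale, 152 were called, with 9 false calls, and the mean change recovered was 1.98. The camera test found 50 of 50 shifted sets of 30 genes and gave a p under 0.05 for 3 of 50 sets that were not shifted.

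Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on TPM or a mean TPM of at least 5, quantile normalization, median centring, TPM rescaled without haemoglobin and mitochondrial genes, FPKM in place of TPM, eBayes without trend or with robust variance, a required fold change of 1.2 (limma treat), an adjusted p of 0.10, an inter-gene correlation of 0.05 and each pool left out in turn. A correction of each library for GC content and transcript length (natural splines with 5 degrees of freedom each, for the 16887 tested genes with both values), a fit to the 13133 protein-coding genes and a pseudocount of 0.01, for the number of differentially expressed genes alone, were added after the data were seen. A first look at the data gave several of these counts and the values of every listed gene in each pool, before the tests of technical explanations were written. The camera test of the epithelial, neuron, muscle, neural crest and blood lists was also chosen then. Median log2(TPM + 1) over the tested genes was higher in the *Shh-/-* pools by 0.13, which median centring and quantile normalization remove.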

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

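The tests below of carry-over, of median centring, of the second *Shh-/-* pool alone and of strain variants were written after the values they measure had been seen in whole or in part, and those of GC content and length and of shared reads before; each was chosen after the rise of these genes was seen.

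RNA of genes outside those the paper discusses was higher in the *Shh-/-* pools for 3 lists of marker genes written before the data were examined, while the choice to run the camera test on them came afterwards. The median log2 fold change was 1.63 for 12 neuron genes (11 higher, camera adjusted p = 9.91e-07 over the 5 lists of this kind), 1.38 for 11 striated and cardiac muscle genes (11 higher, adjusted p = 4.36e-05) and 1.05 for 13 neural crest genes (13 higher, adjusted p = 3.52e-06). Each median was above those of all 10000 random lists matched on expression. The neuron gene *Stmn2* was at 89.1 and 103.2 TPM in the *Shh-/-* pools and at 18.2 and 19.1 TPM in WT (log2 fold change 2.30, adjusted p = 0.0319), and the cardiac gene *Myh7* at 16.8 and 12.6 against 2.79 and 2.32 TPM (2.13, adjusted p = 0.0422). *Isl1* moved the other way, with a log2 fold change of −0.72 (adjusted p = 0.104). A bias from GC content and transcript length was tested by correcting each library, after which the highest adjusted p of the 3 lists was 1.5e-05. The neural crest median fell from 1.05 to 0.58 (12 higher and 1 lower), so part of that rise may come from this bias. The corrected medians were 1.51 for neuron genes (11 higher and 1 lower) and 1.27 for muscle genes (9 higher and 2 lower). A shift of all values in the *Shh-/-* libraries was examined by median centring. The highest adjusted p was then 4.49e-06, but the camera test sets a list against the other genes and a common shift cancels in it, so this p says nothing about such a shift. The medians themselves were 1.50, 1.25 and 0.92 after centring, with 9 muscle genes higher and 2 lower. The lower depth of the first *Shh-/-* pool was tested by comparing the second pool alone with WT, where the lowest of the 3 medians was 0.93. The lists stayed higher after the correction, after centring and in the second pool. Neighboring tissue carried over in the dissection may differ between the genotypes: the 2 *Shh-/-* pools differed by at most 0.54 in the median of a list, but carry-over common to both pools would look the same. A biological hypothesis, that these cell types make up a larger part of *Shh-/-* larynx tissue or express these genes more, cannot be told apart from carry-over with whole-tissue RNA.

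The genes with the largest changes past the threshold are not discussed by the paper, and *Foxf2* and *Pmel*, the other 2 of the 10, were on gene lists fixed in advance. *Pigyl* (chromosome 9) was at 32.8 and 39.8 TPM in *Shh-/-* and 0.39 and 0.30 TPM in WT (log2 fold change 4.79). The pseudogene *RP23-252F4.4* rose by 4.01, *Hmx1* by 3.68 and *Nhlh2* by 3.40 on the log2 scale, with adjusted p between 0.0297 and 0.0463. *AI837181* (chromosome 19) was at 0.37 and 0.05 TPM in *Shh-/-* and 29.0 and 25.7 TPM in WT (log2 fold change −4.56). *Fendrr* had a log2 fold change of −4.28, *Snord14d* of −3.87 and the pseudogene *Eif3s6-ps4*, listed at 0 in both *Shh-/-* pools so that the pseudocount sets its value, of −3.67, with adjusted p between 0.0319 and 0.0383. The rule that chose these 8 genes required both *Shh-/-* pools on the same side of both WT pools, so this separation adds no support. Reads shared with another gene were tested by counting stretches of 75 nt that also occur in another gene's transcripts: they made up over 50% for 1 of the 10 most changed genes, *Snord14d*, which lies within *Hspa8* (log2 fold change −0.01; named after the values were seen), and at most 8.1% for the other 9. Variants of the strain that carries the *Shh* allele may contribute where a gene goes from near 0 TPM to over 10 TPM. Of the 10 genes, 1 (*Hmx1*) lies within 20 Mb of *Shh*, and variants elsewhere in the genome were not tested. The paper states that the *Shh* allele was kept on a Swiss Webster background, and the WT pools are labeled Swiss Webster. *Foxf2* is an HH target gene, and all 10 genes of that list fell. For the 8 genes above, a strain difference is not excluded.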

How the results depend on the processing

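The GC content and length correction, the fit to protein-coding genes and the pseudocount of 0.01 were chosen after the data were seen.

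The number of differentially expressed genes depended on the settings. Against 123 genes (95 higher and 28 lower in *Shh-/-*), a pseudocount of 0.1 gave 69 (53 and 16), leaving out the filter gave 0 (0 and 0, with 5011 genes at an unadjusted p under 0.05), limma treat with a fold change of 1.2 gave 50 (37 and 13), an adjusted p under 0.10 gave 858 (670 and 188), and the fit to protein-coding genes gave 189 (159 and 30). A pseudocount of 0.01 gave 26 (21 and 5). A mean TPM of at least 5 gave 82 genes, of which 63 were higher. The other settings gave between 99 and 127. The GC content and length correction called 99, of which 88 were among the 123, and median centring 127, of which 111 were. With eBayes without trend 117 genes were called, of which 85 were among the 123. The share of called genes that were higher in *Shh-/-* was between 67.7 and 84.1% in the settings that called any. The cause of these differences was not tested.

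The overlap with the paper's calls was 119 genes, 67 with a pseudocount of 0.1 and 0 without the filter. It was 121 with median centring and 187 in the fit to protein-coding genes. The other settings gave between 80 and 119. For the Reactome pathways, 91 higher and 66 lower became 0 and 0 at an inter-gene correlation of 0.05 (41 and 40 at an unadjusted p under 0.05). Quantile normalization gave 114 higher, 90 of them among the 91, and 28 lower. The GC content and length correction gave 7 higher, all among the 91, and 41 lower.

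Of the Figure 2B genes, 5 passed the threshold, and the 11 other settings gave 4 or 5 except for 0 of 51 tested without the filter (49 at an unadjusted p under 0.05), 2 without trend and 11 in the fit to protein-coding genes. Every tested gene had the printed direction under these 11 settings, and 49 or 50 of the 50 had it over the 4 fits that each left out 1 pool. Their median log2 fold change of 0.89 became 0.79 with quantile normalization, 0.76 with median centring and 0.63 with the GC content and length correction, and ranged from 0.73 to 0.93 with 1 pool left out.

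HH target genes, neuron, muscle and neural crest genes passed the camera test under every alternative run. Basement membrane genes passed only with a mean TPM of at least 5 (adjusted p = 0.0244; range over the settings 0.0244 to 0.947). Collagens no longer passed with an inter-gene correlation of 0.05 (adjusted p = 0.0511) or with the GC content and length correction (0.138; range 0.00025 to 0.138). Epithelial genes, with an adjusted p of 0.121, passed as lower than the other tested genes with robust eBayes (0.0499, with the median still 0.02) and with the GC content and length correction (0.000871). Blood genes, lower with an adjusted p of 0.00614, had one of 0.0748 after rescaling, with 3 genes left. The first *Shh-/-* pool had a blood median of −0.57 against WT (0 of 10 genes higher) and the second of −0.01 (5 of 10), so the fall rests on 1 pool. The GC content and length correction also turned the medians of the TGFβ ligands and basement membrane genes to −0.15 and −0.01, that of the EMT transcription factors from 0.07 to −0.13 and that of the epithelial genes to −0.20. The medians of EMT transcription factors and epithelial genes were under 0 with quantile normalization (−0.05 and −0.06) and median centring (−0.06 and −0.11).

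With 1 pool left out, list medians ranged from 0.32 to 0.54 for collagens, from −0.12 to 0.25 for EMT transcription factors, from −0.13 to 0.12 for epithelial genes, from 1.49 to 1.77 for neuron genes, from 0.75 to 1.18 for neural crest genes, from −2.53 to −1.98 for HH target genes, from −0.57 to −0.01 for blood genes and from 0.01 to 0.39 for TGFβ ligands. The sign of the epithelial median turned without *Shh-/-* replicate 1 (−0.13) and without WT replicate 4 (−0.06).

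Among 42 genes followed across the settings, all with a change of sign had small changes: *Sox2* (0.04) went to −0.04 with quantile normalization, −0.09 with median centring, −0.12 with the GC content and length correction and between −0.18 and 0.27 with 1 pool left out, *Sox9* (0.02) to −0.11, −0.11 and −0.15 under the same 3 settings, −0.01 with FPKM and between −0.13 and 0.17, *Hoxb1* (0.27) to −0.01 with the correction and between −0.06 and 0.60, *Snai1* (−0.09) to between −0.40 and 0.21, and *Itga1* (0.17) to between −0.11 and 0.45. Of the other settings' results for single genes, 18 were weaker, 1 stronger and 429 the same. The 18 include 12 without the filter, where no gene passed.

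No paired analysis was possible because the replicate numbers of the 2 genotypes differ. Each left-out pool leaves 1 pool in its genotype, so these fits give no p-value.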

Differences from the paper's values

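The paper's Figure 2 legend gives 1873 differentially expressed genes at a false discovery rate under 0.05, and 123 were found here. None of the 11 alternatives set before the data were examined closed the gap; they gave from 0 to 858 genes. The paper gives 40000000 reads per sample, and the first *Shh-/-* library held 18300000 aligned reads by its ratio of coverage to FPKM; no alternative bears on this value.

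For log2 fold changes, the paper's source table was compared over 30 genes with its sign turned to *Shh-/-* minus WT and its standard error. All 30 had the same sign, and 10 differed by more than the larger of that error and the residual standard deviation here. With the pseudocount of 0.1, each of these 10 came within the larger of the 2, and 9 of them within the paper's error; an alternative that did so is said below to close the gap. *Hhip* was −3.36 against the paper's −5.33, *Pigyl* 4.79 against the paper's 6.65, *RP23-252F4.4* 4.01 against the paper's 5.63, *Hmx1* 3.68 against the paper's 7.15, *Pmel* 3.44 against the paper's 4.66 and *AI837181* −4.56 against the paper's −7.51, and for these the pseudocount of 0.1 was the only alternative to close the gap (−4.95, 6.35, 5.53, 6.31, 4.65 and −6.68). For *AI837181* the difference left still exceeded the paper's error of 0.61. *Ptch1* was −2.00 against the paper's −2.19, which quantile normalization (−2.10), median centring (−2.13), the pseudocount of 0.1 (−2.07) and leaving out *Shh-/-* replicate 2 (−2.04) closed. *Pax1* was 3.41 against the paper's 4.62, closed by the pseudocount of 0.1 (4.48) and by leaving out *Shh-/-* replicate 2 (4.18) or WT replicate 4 (3.70). *Fendrr* was −4.28 against the paper's −4.96, closed by the pseudocount of 0.1 (−5.05), median centring (−4.41, outside the paper's error of 0.43) and leaving out *Shh-/-* replicate 2 (−4.73) or WT replicate 6 (−4.54). *Foxf2* was −3.67 against the paper's −4.82, closed by the pseudocount of 0.1 (−4.91) and by leaving out *Shh-/-* replicate 2 (−4.09). *Eif3s6-ps4* is listed at 0 in both *Shh-/-* pools, so the pseudocount sets its log2 fold change and it was not counted as differing. These comparisons covered 13 alternatives, and the others among the 13 left the gaps open. The GC content and length correction and the fit to protein-coding genes were not among them. Over all settings run, *Ptch1* went as low as −2.18, within the paper's error of 0.16.

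The paper counts *Dsp*, *Dcn*, *Cdh2*, *Vim*, *Fn1*, *Lama1*, *Col4a2*, *Nid2* and the TGFβ family members *Tgfb1*, *Bmp4* and *Bmp2* as differentially expressed. Each had the paper's direction here, with adjusted p from 0.0728 to 0.198. At an adjusted p under 0.10, *Cdh2* (0.0766), *Vim* (0.0728) and *Bmp4* (0.0987) are called, with 32 of the 50 Figure 2B genes in place of 5. The paper's source table also lists the ligand *Gdf11* as higher (log2 fold change 0.77). Here it rose by 0.85 and is likewise called at 0.10 (limma adjusted p = 0.0975). The fit to protein-coding genes, chosen after seeing the values, called 11 of the Figure 2B genes and *Foxa2* (adjusted p = 0.0487). Adjusted over the Figure 2B genes alone, each of the 11 genes named first, from *Dsp* to *Bmp2*, passed 0.05. This adds no support, because that list was drawn from calls on the same libraries. Figure 2B was read by eye as printing *Itga1* as higher; here its log2 fold change was 0.17 with an adjusted p of 0.715. The given part of the paper's source table lists *Itga5* (named after the values were seen) and not *Itga1*, so this label is uncertain. The paper ranks EMT first among Hallmark pathways; among the Reactome pathways tested here muscle contraction ranked first (adjusted p = 0.000313) and degradation of the extracellular matrix 9th.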

Other observations

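The tests below of *Shh* RNA, of the epithelial list without *Foxa2* and *Nkx2-1*, of *Cdh2* and *Vim*, of mislabelling and of other splits were written after the values they measure had been seen in whole or in part.

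The 123 called genes were weighed against technical explanations. Of the 3 splits of the 4 libraries into 2 and 2, 1, the real one, gave as many genes; the others gave 1 gene and 0 genes (204 and 207 at an unadjusted p under 0.05, against 4202). With 3 splits this cannot fall below 0.33, so chance cannot be excluded by it. A mislabelled library was tested on *Ptch1*, whose highest *Shh-/-* value was 0.25 times its lowest WT value. For the lower depth of the first *Shh-/-* library, the median absolute difference between the *Shh-/-* libraries was 1.17 times that between the WT libraries over genes with a mean TPM of 1 to 5. Rescaling without haemoglobin and mitochondrial genes kept 122 of the 123 genes, and the GC content and length correction kept 88. Genes that are not protein-coding were less frequent among the called genes (13.8%) than among the others (22.7%, Fisher's exact test, two-sided p = 0.0172). These genes include small RNA genes as well as pseudogenes, and shared reads could also change protein-coding genes. The test therefore cannot exclude reads shared with pseudogenes. Within 20 Mb of *Shh*, 4 of 275 tested genes were called (*Hmx1*, *Hs3st1*, *Mxd4* and *AI506816*, the last 3 chosen after their values were seen; Fisher's exact p = 0.139). On the X and Y chromosomes 1 of 697 was called (*Bgn*; Fisher's exact test, p = 0.0657), but few of these are Y-linked, so the test has little power for a different number of male embryos. The Y-linked genes *Ddx3y* (log2 fold change −0.94, adjusted p = 0.12), *Uty* (−0.69, adjusted p = 0.176), *Eif2s3y* (−0.73, adjusted p = 0.301) and *Kdm5d* (−0.46, adjusted p = 0.455) were lower in *Shh-/-*, and the paper's table calls *Ddx3y* (adjusted p = 0.000241) and *Uty* (0.0178) lower as well. *Xist* changed by −0.09 (adjusted p = 0.915). Fewer male embryos in the *Shh-/-* pools cannot be excluded. Both *Shh-/-* pools lay apart from both WT pools for 60.7% of the tested genes, against 33.3% by chance. Of the 4 called genes that the paper's table does not call, *Gm22760*, *Rnu73b* and *Gm24067* are small RNA genes and *Zic1* is protein-coding (log2 fold change 2.27, adjusted p = 0.0449); these were chosen after their values were seen.

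*Shh* RNA in the *Shh-/-* pools was at 31.6 and 32.7% of the WT mean. WT RNA mixed into these pools, at that share, would leave every HH target gene at that share or more, but *Hhip* was at no more than 4.79% of its WT mean in either pool, *Foxf2* at no more than 6.15% and *Foxf1* at no more than 14%. A candidate explanation is transcription of the targeted allele, which the gene tables, with no position within *Shh*, cannot show: the 31.6% kept in the pool with less of it fits either case.

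Of the 22 epithelial genes, 12 were higher and 10 lower in *Shh-/-*, with a median log2 fold change of 0.02 (camera adjusted p = 0.121). The median was −0.06 after quantile normalization (8 higher and 14 lower), −0.11 after median centring (7 and 15) and −0.20 after the GC content and length correction, chosen after the data were seen (5 and 17). The median absolute log2 fold change was 0.40, against 0.26 for random lists matched on expression, so changes in both directions cancel in the median. *Foxa2* (−2.13, adjusted p = 0.0602) and *Nkx2-1* (−1.64, adjusted p = 0.0715) fell most. Without these 2 genes the p of limma's camera test was 0.496 for the other 20, but taking out the 2 genes that fell most raises this p by itself, so it does not show how much of the fall is theirs. The correction gave the whole list an adjusted p of 0.000871, within a range of 0.000871 to 0.241 over the settings. The epithelial share of each pool is not known.

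The rise of *Cdh2* (0.72) and *Vim* (0.53) may reflect neuron, muscle and neural crest RNA in the pools as well as a change in the epithelium: the medians of all 3 lists were higher in *Shh-/-*, the lowest at 1.05, or 0.58 after the GC content and length correction (*Cdh2* 0.75, *Vim* 0.28). A list median beside single genes does not show how far such RNA would raise them. Whole-tissue RNA cannot separate these, and the paper's immunofluorescence of the epithelium was not analysed here.

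The paper measures other genes by immunofluorescence or in situ hybridization. In the RNA-seq, *Sox2* was at 52.2 and 37.9 TPM in *Shh-/-* and 39.5 and 47.3 TPM in WT, *Sox9* at 26.5 and 25.5 against 28.6 and 23.0 TPM, *Snai1* at 39.6 and 25.6 against 40.4 and 28.5 TPM, *Hoxb1* at 16.7 and 26.2 against 21.8 and 13.5 TPM, and *Krt8* at 124.3 and 108 against 84.0 and 86.5 TPM (adjusted p from 0.128 for *Krt8* to 0.949 for *Sox9*). The rise of *Krt8* (log2 fold change 0.44) depended on the setting. Over the alternatives it went as low as 0.07, with limma adjusted p from 0.11 to 0.769. *Pax1* was at 30.1 and 9.67 TPM in *Shh-/-* and 1.08 and 0.40 TPM in WT (log2 fold change 3.41, limma adjusted p = 0.0736). By in situ hybridization the paper places *Pax1* in pharyngeal pouches and outside the vocal folds of controls, with its domain unchanged in mutants. Whole-tissue RNA does not show which cells hold the *Pax1* RNA of these pools. *Foxf1* had a log2 fold change of −3.97 (adjusted p = 0.0976) and *Gli1* of −2.59 (adjusted p = 0.0715). *Foxn1* was below the mean TPM of 1. Among 6 tested EMT transcription factors, 3 were higher and 3 lower, and *Twist1* passed the threshold (log2 fold change 1.57, adjusted p = 0.0323; 147 and 125 TPM in *Shh-/-*, 46.1 and 43.8 TPM in WT).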
